# DOT1L promotes progenitor proliferation and primes neuronal layer identity in the developing cerebral cortex

**DOI:** 10.1093/nar/gky953

**Published:** 2018-10-17

**Authors:** Henriette Franz, Alejandro Villarreal, Stefanie Heidrich, Pavankumar Videm, Fabian Kilpert, Ivan Mestres, Federico Calegari, Rolf Backofen, Thomas Manke, Tanja Vogel

## Abstract

Cortical development is controlled by transcriptional programs, which are orchestrated by transcription factors. Yet, stable inheritance of spatio-temporal activity of factors influencing cell fate and localization in different layers is only partly understood. Here we find that deletion of *Dot1l* in the murine telencephalon leads to cortical layering defects, indicating DOT1L activity and chromatin methylation at H3K79 impact on the cell cycle, and influence transcriptional programs conferring upper layer identity in early progenitors. Specifically, DOT1L prevents premature differentiation by increasing expression of genes that regulate asymmetric cell division (*Vangl2, Cenpj*). Loss of DOT1L results in reduced numbers of progenitors expressing genes including *SoxB1* gene family members. Loss of DOT1L also leads to altered cortical distribution of deep layer neurons that express either TBR1, CTIP2 or SOX5, and less activation of transcriptional programs that are characteristic for upper layer neurons (*Satb2, Pou3f3, Cux2, SoxC* family members). Data from three different mouse models suggest that DOT1L balances transcriptional programs necessary for proper neuronal composition and distribution in the six cortical layers. Furthermore, because loss of DOT1L in the pre-neurogenic phase of development impairs specifically generation of SATB2-expressing upper layer neurons, our data suggest that DOT1L primes upper layer identity in cortical progenitors.

## INTRODUCTION

Modifications of the epigenome, including histone modifications, play a crucial role in neuronal differentiation (1). Dysregulation of specific epigenetic mechanisms have been implicated in neurodevelopmental disorders (2,3). However, only limited description on the impact of individual chromatin modifiers on epigenetic regulation during cortical development is available (4,5). Moreover, the epigenetic mechanisms underlying the spatio-temporal expression of transcription factors (TF) during central nervous system (CNS) development are yet to be elucidated (6,7). During cortical development, gradients of TF activity orchestrate neuronal cell fate commitment (6,8,9). Examples of instructive TF in cortical development are the SRY-box (*Sox*) family members, namely SOX2, SOX4, SOX5 and SOX11 (10–12). Further regulatory TF networks involved in neuronal differentiation and cortical patterning have been extensively described. But many of the molecular mechanisms that control, establish and maintain the hierarchy of TF cascades are still unresolved. In particular, molecular mechanisms that govern cell-intrinsic fate decision toward upper layer (UL) neuronal identity still remain obscure (13). By unknown molecular adaptation processes, progenitors of the cerebral cortex acquire a restrictive developmental potential over time. The cell fate restriction is indicated by the observation that young progenitors can adapt their fate to later developmental programs. In contrast, late progenitors keep their fate information for UL even when transplanted in younger brains (14,15). It is not clear yet at what stage of development an UL fate is established and what might be the underlying molecular mechanism.

Here, we report that activity of the Disruptor of telomeric silencing-like 1 (DOT1L) might prime UL neuronal identity already at the beginning of the neurogenic phase. DOT1L is a histone methyltransferase that mediates specifically histone H3 lysine 79 (H3K79) mono- (me1), di- (me2) and trimethylation (me3), although other enzymes may exist with the same function (16). DOT1L influences different cellular processes such as proliferation, DNA repair, and reprograming in some forms of leukaemia (17). DOT1L is indispensable for early mouse development and promotes proliferation, in particular if stem cells grow under differentiating conditions (18,19). During organ development, DOT1L is implicated in myocardiocyte differentiation, and mainly acts as transcriptional activator (20,21). However, in the forebrain, DOT1L also suppresses transcriptional activation of endoplasmic reticulum (ER) stress programs in primary cortical neurons *in vitro* (22). A growing body of data describes DOT1L function in different cell types, where it affects cell proliferation as well as other properties. But studies that aim to reveal the physiological roles of DOT1L rarely report on mechanisms or target genes that cause the reported phenotypes. Therefore, we aimed to address the function of DOT1L in balancing proliferation and differentiation during CNS development, where *in vivo* target genes are also unknown.

The data presented here show that DOT1L (i) prevents premature cell cycle exit of progenitors, at least in part by affecting asymmetric cell division, and (ii) supports transcriptional programs characteristic for UL cell fate during early cortical development. DOT1L thus primes progenitors for UL gene expression and cell fate before UL neuronal differentiation is thought to occur. Our data suggest that the H3K79me epigenetic modification might provide early-established cell fate information that is able to be transmitted to subsequent progenitor generations.

## MATERIALS AND METHODS

### Mice

Forkhead box G1 (*Foxg1*)-Cre/+ (23), Empty spiracles homeobox 1 (*Emx1*)-Cre/+ (24), and Nestin(*Nes*)-CreER(T2)/R26R-(YFP) (25) animals were mated with floxed *Dot1l*. Animals with the genotype *Foxg1*^cre/+^ or *Emx1*^cre/+^;*Dot1l*^flox/flox^ (cKO) were analyzed in comparison to littermates with *Foxg1*^+/+^ or *Emx1*^+/+^;*Dot1l*^flox/+^ (ctrl). For *Nes-*Cre line pregnant animals were injected with 200μg/g body weight tamoxifen (Tmx) (#T5648, Sigma-Aldrich, USA) and 100 μg/g body weight progesterone (#P0130, Sigma-Aldrich). Non Tmx exposed animals were used as controls. Animal welfare committees of the University of Freiburg and local authorities approved all animal experiments (G12/13, G16/11). Genotyping was performed using primers listed in Supplemental Table S1.

### ChIP, ChIP-seq, and RNA-seq

ChIP-seq for H3K79me2 was performed from E12.5 entire forebrains, which were acutely dissociated into single cells and fixed as described (22). Data from E14.5 time point derived from acutely isolated NPCs from cerebral cortex (22). For H3K4me3 ChIP-seq E14.5 NPC cells were fixed for 5 min at RT with 1% PFA, washed twice with ice-cold PBS and lysed for 10 min on ice with lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris–HCl pH 8). Antibodies used are listed in Supplemental Table S2. ChIP-seq samples were sequenced on Illumina HiSeq2500 (paired end, multiplexing run, 50 million/reads per sample). For ChIP followed by qRTPCR E14.5 DT cortical tissue was used. This was homogenized, fixed and afterward processed as described above. For RNA-seq, RNA was extracted as described in supplementary methods. The quality of the RNA was assessed with a QIAxcel (#9001941, Qiagen, Germany) and sequenced with an Illumina HiSeq2500. A paired end, multiplexing run was used for sequencing and generated 75 million/reads per sample.

### *In situ* hybridization (ISH), Hematoxylin-Eosin (HE) staining, and immunostainings

ISH, HE staining, and immunostaining of brain tissue and cultured cells was performed as previously described (26,27). For ISH, probes listed in Supplemental Table S1 were applied. Antibodies used are listed in Supplemental Table S2. Information about imaging and quantifications are provided in the supplementary methods.

### *In utero* electroporation (IUE)

IUE was carried out in C57BL/6 (Janvier Labs, Saint Berthevin, France) time-pregnant mice as previously described (28). Briefly, E12.5 pregnant mice were deeply anesthetized with isofluorane, and the uterine horns carrying the embryos were exposed. One lateral ventricle per embryo was injected with 1–2 μl of plasmid DNA (DOT1L-overexpression construct together with pDSV-mRFPnls, or pDSV-mRFPnls alone) at a concentration of 2 μg/μl. Six pulses of 30 V were delivered through the embryonic head. The uterus was repositioned within the abdominal cavity, and after suturing the embryonic development continued normally. At the designated time-points, the embryonic brains were removed and fixed overnight in 4% PFA at 4°C. After extensive rinsing in PBS the brains were processed for immunostaining.

### Bioinformatics of RNA-seq and ChIP-seq

RNA-seq and ChIP-seq data were analyzed on the Galaxy platform (29). RNA-seq FASTQ files were analyzed using following tools: TrimGalore for trimming (30), TopHat2 for read mapping (31,32), HTseq-count for read counting (33) and DESeq2 for differential gene expression analysis (34). ChIP-seq FASTQ files were analyzed using following tools: Bowtie2 for read mapping (35), MACS2 for peak calling (36), DiffBind for differential binding (37) and deepTools2 for in-depth ChIP-seq analysis (38). Detailed analysis steps are provided within the supplemental methods.

### Statistical analysis

Statistical comparisons were performed with GraphPad Prism 6 software. For *in vivo* experiments each n is a different animal. For *in vitro* experiments each n was obtained from a different mESC differentiation. Exemplary data sets for cell numbers and qRTPCRs passed the D’Agostino-Pearson omnibus normality test. Cell numbers within a width of 200 μm of the cortex were normalized to the area in each bin (cell/mm^2^) (Supplementary Figure S2C and D), and compared using an unpaired, two-tailed Student's *t*-test (equal variances) or Welch's *t*-test (unequal variances). For qRTPCRs data analysis, ΔCt values normalized to the house keeping gene *Gapdh* were compared using an unpaired, two-tailed Student's *t*-test (equal variances) or Welch's *t*-test (unequal variances). For data presentation, ΔΔCt values are expressed as log_2_(fold change) and shown as mean ± SEM. These values were calculated from three technical replicates from each independent *n*. The error propagation formula was used to assess correct SEM values. For statistical analyses of γ-TUBULIN immunostainings, Fisher's exact test on a 2 × 2 contingency table with small sample size was used.

## RESULTS

### *Dot1l*-deficiency impairs cortical development

In the developing cerebral cortex, *Dot1l* is expressed in the progenitor zone and cortical plate between E11.5 and the adult stage (Figure 1A, B). In quantitative real-time PCR (qRTPCR), *Dot1l* was significantly elevated at the early neurogenesis stage E14.5 compared to E11.5 (Figure 1C). To elucidate DOT1L function in the cerebral cortex, we generated a DOT1L conditional knockout mouse (*Dot1l-*cKO) using a *Foxg1*-Cre driver line (23). *Dot1l-*cKO mice displayed a significant depletion of *Dot1l* mRNA in the telencephalon at E12.5 and E14.5 (Figure 1D). *Dot1l-*cKO animals died within minutes after birth. Histological characterization at P0 showed that *Dot1l-*cKO animals had microcephaly affecting ventral and dorsal structures (Figure 1E). The cortical plate of mutant brains was generally thinner compared to controls and cells appeared less densely packed. In addition, the hippocampus was disorganized with fewer cells in the dentate gyrus at P0 (Figure 1E). Heterozygote *Foxg1-*Cre mice are reported in some studies to have a mild cortical phenotype (39,40). We therefore also used an *Emx1-*Cre driver line (24) to delete *Dot1l*. Nissl staining of *Emx1*-Cre induced *Dot1l*-cKO at P0 showed that microcephaly was less obvious in these mutant brains compared to *Foxg1*-Cre mediated deletion of DOT1L. However, the cellular composition of the cortical plate seemed to be different between mutant and control brains (Supplementary Figure S1A). The hippocampus of *Emx1*-Cre induced *Dot1l*-cKO was also disorganized, especially in the dentate gyrus. In all, we observed a comparable phenotype between *Foxg1*-Cre and *Emx1*-Cre. But as the microcephalic phenotype was stronger in *Foxg1*-Cre *Dot1l-*cKO, we continued with further phenotypic characterizations in this mouse line.

**Figure 1.**
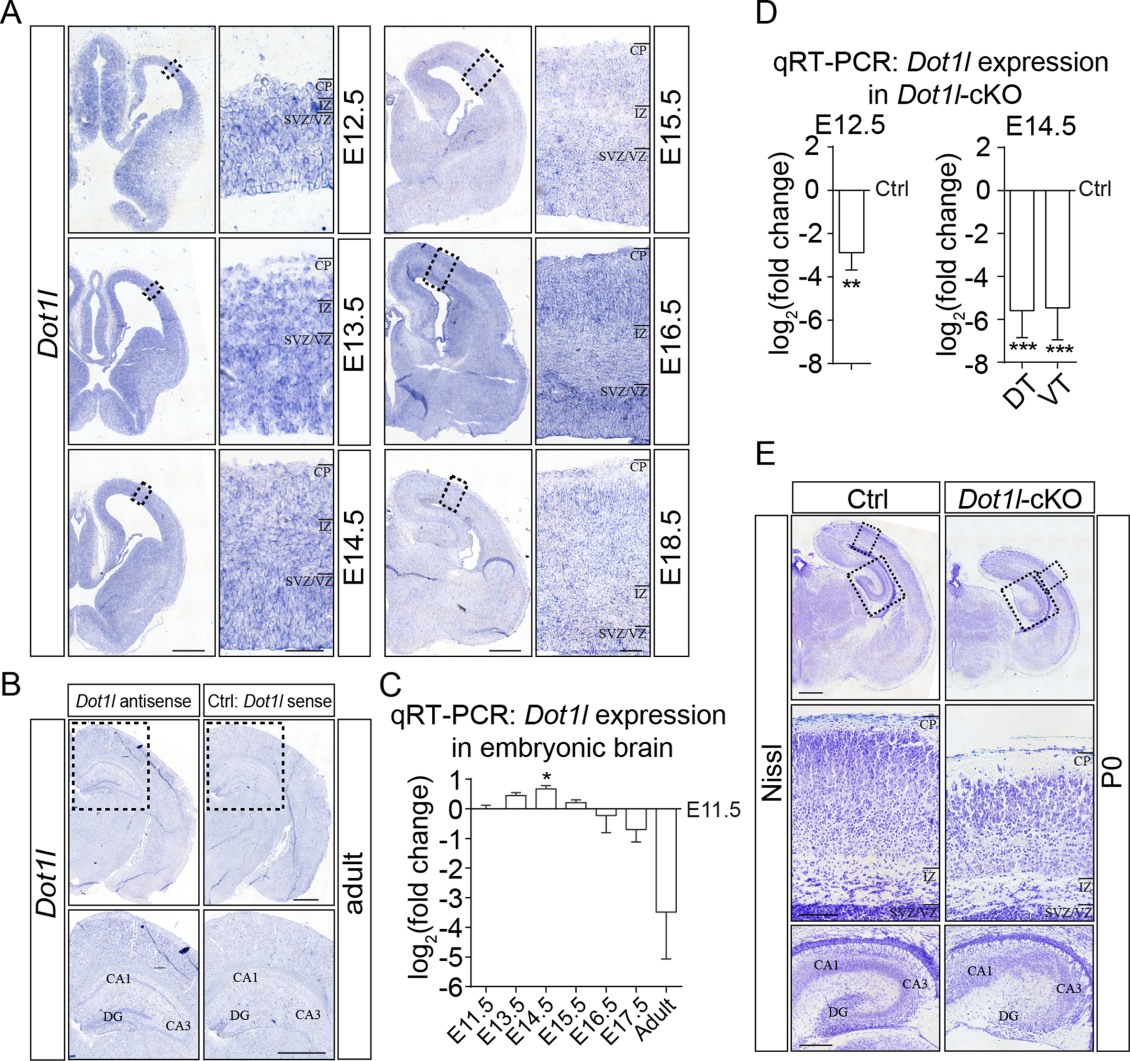
*Dot1l* is expressed in the developing mouse cerebral cortex and prevents microcephaly. (**A, B**) *In situ* hybridization (ISH) of cortical sections using *Dot1l-*antisense probe at different developmental time points (E12.5-E18.5) reveals expression of *Dot1l* during mouse brain development (A), and in adult brains (B). Annotations: Cortical plate (CP), intermediate zone (IZ), subventricular/ventricular zone (SVZ/VZ), cornu ammonis (CA), dentate gyrus (DG). Scale bars: overview 500 μm, magnification 50 μm. (**C**) qRTPCR analysis of *Dot1l* expression at different embryonic stages (E13.5-E17.5, *n* = 3) and in adult (*n* = 4) cortical tissue normalized to E11.5. (**D**) qRTPCR analysis of *Dot1l* expression in *Foxg1-*Cre *Dot1l-*cKO animals normalized to values of control (ctrl) animals (*n* = 6) at E12.5 in the entire forebrain and E14.5 in dorsal (DT) and ventral telencephalon (VT). (**E**) Nissl stained sections of P0 ctrl and *Foxg1-*Cre *Dot1l-*cKO brains. Black squares in upper panels represent higher magnification images depicted below. Scale bars: 500 μm. Data of qRTPCRs are presented as mean ± SEM. *P*-values were calculated using unpaired, two tailed Student's *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001.

### *Dot1l*-deficiency reduces the number of progenitors, neurogenesis as well as distribution of neuronal subtypes

Immunostaining experiments at E18.5 revealed fewer Paired box 6 (PAX6)-positive progenitors in the *Dot1l-*cKO compared to controls (Figure 2A). Deep layer (DL) neurons marked by T-box brain 1 (TBR1) and B cell leukemia/lymphoma 11B (BCL11B/CTIP2) (41) were significantly increased in the *Dot1l-*cKO brains (Figure 2A). In contrast, upper layer (UL) neurons, identified by Special AT-rich sequence binding protein 2 (SATB2) (42), significantly decreased upon DOT1L-deficiency. At E14.5, *Dot1l-*deficient mice exhibited similar changes with decreased numbers of PAX6-, and increased numbers of TBR1- and CTIP2-expressing cells compared to controls (Figure 2B). TBR2-expressing intermediate progenitor cells (IPCs) also decreased at E14.5 (Figure 2C). *In situ* hybridization (ISH) studies suggested altered expression of Reelin (*Reln*) (43) (Supplementary Figure S2A), and a thinner expression domain of LIM homeobox protein 2 (*Lhx2*) in the knockout as compared to control mice (Supplementary Figure S2B).

**Figure 2.**
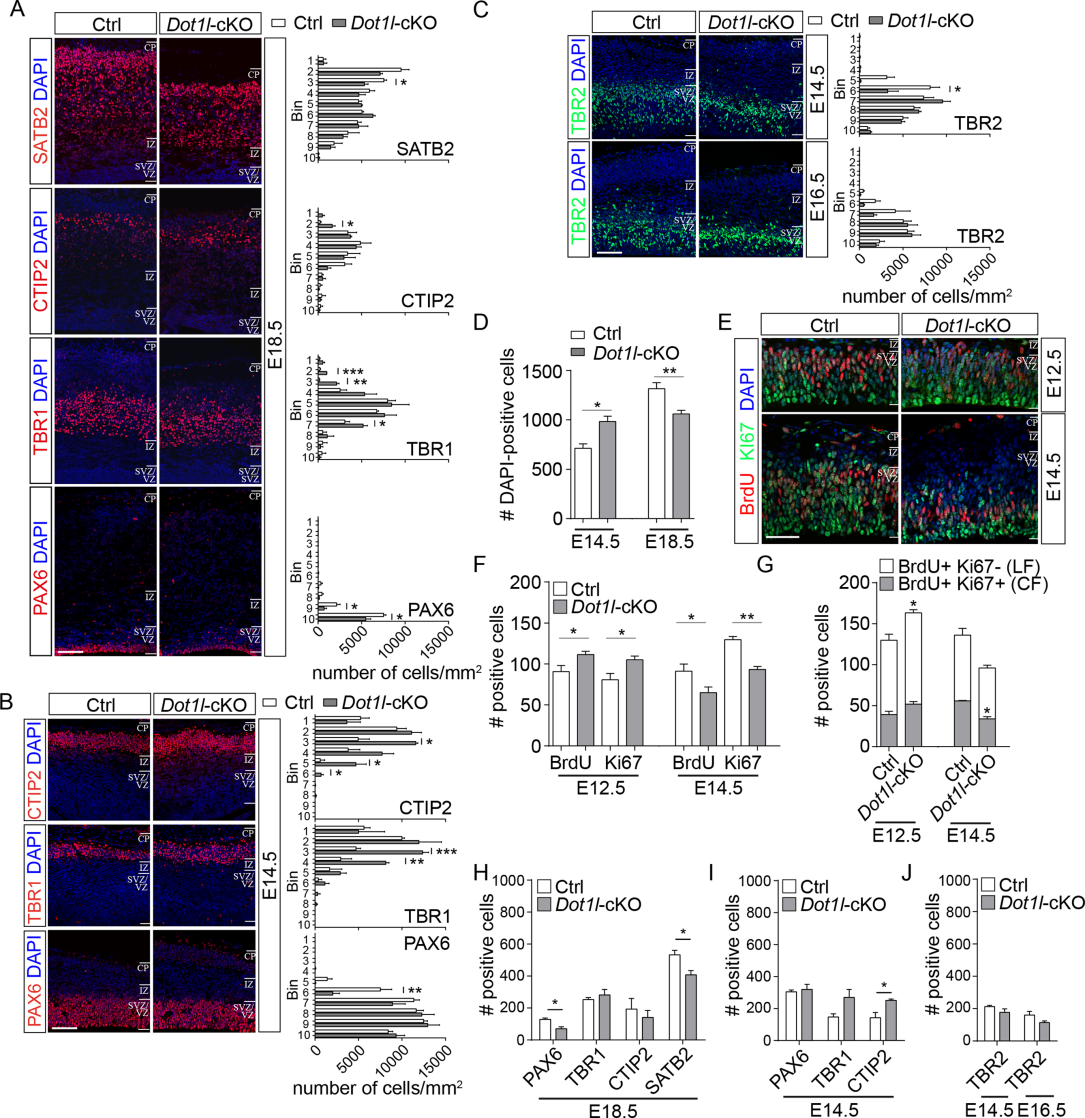
*Dot1l*-cKO leads to decreased numbers of progenitors and UL neurons, as well as altered distribution of DL neurons. (**A**) Left: Immunostainings of E18.5 forebrain sections for PAX6, TBR1, CITP2, and SATB2 in red, DAPI in blue. Annotations: Cortical plate (CP), intermediate zone (IZ), subventricular/ventricular zone (SVZ/VZ), Scale bar: 100 μm. Right: Quantification of number of stained cells/mm^2^ within each individual bin out of 10 bins spanning the entire cortex from VZ (bin 10) to the marginal zone (bin 1) in a width of 200 μm (PAX6 *n* = 3, TBR1 *n* = 3, CTIP2 *n* = 3(ctrl)/4(*Dot1l*-cKO), SATB2 *n* = 3) for ctrl and *Foxg1*-Cre*Dot1l*-cKO. (**B**) Immunostainings of E14.5 forebrain sections for PAX6, TBR1, and CTIP2 (left) and quantification of total number of stained cells/mm^2^ (PAX6 *n* = 4(ctrl)/6(*Dot1l*-cKO),TBR1 *n* = 4, CTIP2 *n* = 4) in 10 bins (right). Scale bar: 100 μm. (**C**) Immunostainings (left) and quantification (right) of TBR2-positive cells at E14.5 and E16.5 (*n* = 3). (**D**) Total number of DAPI-stained nuclei obtained from forebrain sections at E14.5 and E18.5 in a width of 200 μm (*n* = 3(ctrl)/4(*Dot1l*-cKO)). (**E**) Representative images of immunostainings of E12.5 and E14.5 forebrain sections for BrdU (red), Ki67 (green), and DAPI (blue). Scale bar: 200 μm. (**F**) Quantification of number of BrdU and Ki67 stained cells in a width of 200 μm (*n* = 4). (**G**) Quantification of BrdU+/Ki67- cells, representing the leaving fraction (LF), and BrdU+/Ki67+ cells representing the cycling fraction (CF) in 200 μm width of the cortex at E12.5 and E14.5. (**H**) Total numbers of PAX6, TBR1, CTIP2, or SATB2-positive cells at E18.5 in 200 μm width of the cortex, as determined from the sum of positive cells for the respective markers counted in B. (**I**) PAX6, TBR1, or CTIP2 positive cells at E14.5 in 200 μm width of the cortex, as determined from the sum of positive cells for the respective markers counted in C. (**J**) TBR2-positive cells at E14.5 and E16.5 in 200 μm width of the cortical plate as determined from the sum of positive cells for the different time points counted in D. All data are from ctrl and *Foxg1*-Cre*Dot1l*-cKO and represented as mean ± SEM. *P*-values were calculated using unpaired, two tailed Student's *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001.

Together, these alterations of marker gene expression suggested that *Dot1l-*cKO reduced neural progenitor cells and promoted their premature differentiation into DL neurons, at the expense of UL neurons. To compare quantitated cell numbers in the microcephalic and control cortices, we divided the cortical plate into 10 bins and determined cell numbers in each bin. This approach allowed us to normalize to the variable height of the cortices in the different genotypes (Supplementary Figure S2C, D). However, the significant changes observed within specific bins (Figure 2A–C) did not resolve whether they resulted from differences in generation or rather through aberrant distribution of the mature neurons in the cortical plate. To address the question of differences in neurogenesis or distribution of cells, we first quantified the total number of DAPI-positive cells in the cortical plate at E14.5 and E18.5. This revealed increased numbers of cells at E14.5 and decreased numbers at E18.5 in DOT1L-deficient mice as compared to controls (Figure 2D). These findings suggested that increased cell proliferation in the early neurogenic phase, premature progenitor differentiation and reduction of the progenitor pool could account for the phenotype of the *Dot1l-*cKO mice. To test for a potential increase in cell proliferation in early developmental stages upon *Dot1l-*cKO, we labeled S-phase cells by a 1h BrdU pulse, and quantified numbers of BrdU- and Ki67-positive cells at E12.5 and E14.5 (Figure 2E, F). Consistent with our prediction, *Dot1l-*cKO mice had significantly increased cell proliferation at E12.5 compared to controls, and decreased proliferation at E14.5 (Figure 2F). In addition, a significant higher fraction of *Dot1l*-cKO cells left the cell cycle (BrdU-labeled only, leaving fraction (LF)) at E12.5 compared to control cells. At E14.5 the number of proliferating cells and the cycling fraction (BrdU- and Ki67-positive, cycling fraction (CF)) decreased in mutant compared to control animals (Figure 2G). Thus, these BrdU pulse chasing experiments supported the finding of increased proliferation in the early neurogenic phase, premature progenitor differentiation and reduction of the progenitor pool in *Dot1l-*cKO mice.

Next, we quantified the total numbers of PAX6-, TBR2-, TBR1-, CTIP2- and SATB2-expressing cells. Loss of DOT1L reduced the total number of PAX6- and SATB2-positive cells at E18.5 compared to controls, whereas total numbers of TBR1- and CTIP2-positive neurons did not change (Figure 2H). At E14.5, the total number of PAX6-positive cells remained constant, but we observed more TBR1- and CTIP2-expressing cells in the *Dot1l*-cKO compared to controls (Figure 2I). The total number of TBR2-positive cells was constant between genotypes (Figure 2J). In summary, *Dot1l-*cKO decreased the generation of PAX6-positive progenitors and SATB2-expressing UL neurons compared to controls. Loss of DOT1L caused premature appearance of more TBR1- and CTIP2-expressing cells. The total number of these DL neurons was similar between the genotypes at the later embryonic stage E18.5. The quantitative differences of TBR1- and CTIP2-positive neurons within different bins of the cortex between DOT1L-deficient and control animals thus reflected altered distribution of these neuronal subtypes at E18.5. Neither increased apoptosis and/or expression of ER stress genes (22) were observed in *Dot1l-*cKO compared to controls to account for the altered numbers of cells (Supplementary Figure S3A-E).

We next assessed whether *Emx1-*Cre driven *Dot1l-*cKO mice had comparable phenotypic alterations to using *Foxg1*-Cre. Analysis by immunostainings followed by quantification of layer markers at E18.5 revealed a comparable pattern of *Emx1-*Cre to *Foxg1*-Cre mediated derivation of *Dot1l-*cKO mice (Supplementary Figure S4A). In both cases, deletion of DOT1L either through *Emx1-*Cre or *Foxg1*-Cre reduced the numbers of PAX6-, TBR2-, and SATB2-cells, and led to altered distribution of TBR1- and CTIP2-neurons (Supplementary Figure S4A, B).

In all, we concluded that the *Dot1l-*cKO on one hand increased cell proliferation in the early neurogenic phase, and prematurely reduced the progenitor pool through neuronal differentiation. On the other hand, we observed aberrant cell positioning of DL neurons and decreased numbers of SATB2-positive UL neurons in DOT1L-deficient compared to control brains.

### H3K79me2 marks genes expressed in progenitors and UL neurons

Genome-wide sequencing served as a baseline to explore the molecular nature of the phenotypic alterations occurring in *Dot1l-*cKO mice. We analyzed the pattern of H3K79me2 deposited on the chromatin in wild-type animals using chromatin immunoprecipitation (ChIP) followed by genome-wide sequencing (ChIP-seq) at E12.5 and E14.5. Additionally, at E14.5 we performed ChIP-seq analysis of H3K4me3 that marks active transcription (44), as well as genome-wide sequencing of mRNA (RNA-seq) of *Dot1l*-cKO and controls in the dorsal telencephalon.

RNA-seq revealed 1976 significantly (adjusted *P*-value ≤ 0.05) differentially expressed (DE) genes upon *Dot1l-*cKO. We investigated the distribution of the H3K4me3 and H3K79me2 marks within the gene bodies (spanning from the transcriptional start site (TSS) to the transcriptional end site (TES)) and adjacent ±4 kb of the 1976 DE genes (Figure 3A, lower panel). Almost all DE genes were marked with H3K4me3, whether they showed decreased or increased expression upon *Dot1l-*cKO compared to controls (Figure 3A). To reveal any correlations between H3K79me2 and transcriptional alterations of the 1976 target genes, we used K-means clustering with a preset of four clusters. Two clusters contained genes with increased expression, of which *up cluster 1* contained 260 genes with higher levels of H3K79me2, compared to *up cluster 2* with 1054 genes (Figure 3B). The other two clusters contained genes with decreased expression. 104 genes in *down cluster 1* were transcriptionally decreased and had substantial H3K79me2 modification up- and downstream of the TSS; 558 *down cluster 2* genes had decreased expression and H3K79me2 mainly downstream of the TSS (Figure 3A, upper and lower panel). Quantitative analyses of H3K4me3 and H3K79me2 levels between the four clusters showed similar distribution of values for H3K4me3 in all clusters except for *up cluster 2*, which had slightly lower levels compared to the other clusters (Figure 3B). In contrast, H3K79me2 levels were higher for genes with decreased transcription upon *Dot1l*-cKO (*down cluster 1* and *2*, Figure 3B), compared to the genes with increased transcription. As shown in Figure 3C, most of the transcriptional alterations upon *Dot1l-*cKO were moderate, and DE genes with high enrichment for H3K79me2 both transcriptionally increased or decreased. Those genes that did not change upon *Dot1l-*cKO overall had a lower H3K79me2 coverage compared to the DE genes (Supplementary Figure S5A). Together this data indicated variability of H3K79me2 patterns. On one hand this variability was observed with regard to the location within the genomic region, whereby H3K79me2 was either enriched at the TSS or it was deposited over larger regions, including entire gene bodies. On the other hand, H3K79me2 was present at genes that transcriptionally increased or decreased upon DOT1L-deletion compared to controls.

**Figure 3.**
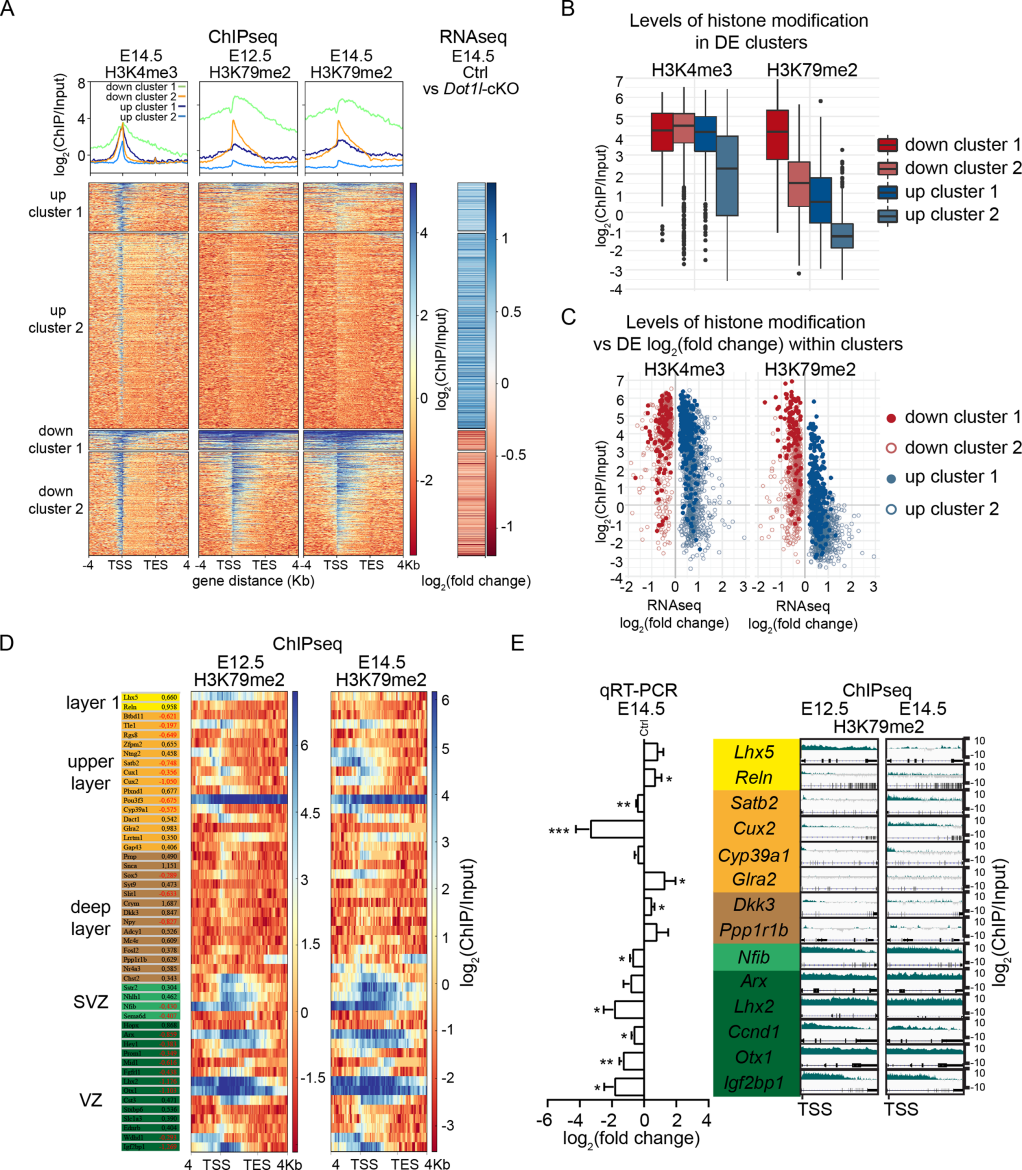
Genes expressed in VZ, SVZ, and UL of the cortical plate are enriched with H3K79me2 and their expression decreased significantly upon *Dot1l-*cKO. (**A**) Lower panels: Heatmaps of enriched (blue) and non-enriched (red) read counts for H3K4me3 (E14.5) and H3K79me2 (E12.5 and E14.5) along the gene body (scaled to 4 kb) including the flanking regions +/-4 kb after ChIP-seq from wild type forebrains, arranged in four K-means clusters according to H3K79me2 levels at E14.5. All DE genes upon *Foxg1-*Cre *Dot1l-*cKO at E14.5 including their expression levels according to RNA-seq in log_2_(fold change) are displayed (right panel); blue: increased, red: decreased expression. Upper panels: distribution of ChIP enrichment as log_2_(ChIP/Input) for the individual histone marks over all genes and subdivided according to the four K-means clusters, indicating highest enrichment around the TSS and in down cluster 1 (green), and lower enrichment toward the TES and in down cluster 2 (orange), up cluster 1 (black) and 2 (blue). (**B**) log_2_(ChIP/Input) average at the TSS ±250 bp of H3K4me3 and H3K79me2 in the four clusters (down cluster 1, down cluster 2, up cluster 1, up cluster 2) of differentially expressed genes. (**C**) Correlation analysis of H3K4me3 and H3K79me3 levels (log_2_ (ChIP/Input) versus expression of genes (log_2_(fold changes)), represented according to K-means clusters. (**D**) Arrangement of DE genes, expression of which is confined to VZ (dark green), SVZ (light green), deep layers (brown), upper layers (orange), and layer 1 (yellow). Given are the gene names, fold changes in RNA-seq data compared to ctrl (left panel), and heatmaps along the gene body (+/-4 kb, including TSS and TES) of H3K79me2 pattern (blue: strong enrichment, red: no enrichment) for the respective genes at E12.5 and E14.5 in wild type animals (right panel). (**E**) qRTPCR validation of selected layer-specific genes, color-coded as in D (left panel) (*Otx1, Ccnd1* and *Cyp39a1n* = 3; *Lhx5, Lhx2* and *Igfbp1n* = 4; *Nfibn* = 5, *Arx, Ppp1r1b, Dkk3, Glra2, Cux2* and *Relnn* = 6; Satb2 *n* = 8). High resolution representation of H3K79me2 distribution at the respective genes from TSS to TES in E12.5 and E14.5 wild type dorsal telencephalon represented as log_2_(ChIP/input) (right panel), indicating stronger enrichment in progenitor and UL compared to DL expressed genes. All qRTPCR data are represented as mean ± SEM. *P*-values were calculated using unpaired, two tailed Student's *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001.

We concluded that for identification of DOT1L target genes detailed, locus-specific analyses of H3K79me2 patterns together with expression changes upon DOT1L-deficiency might be necessary. Our further analyses therefore contain both information, H3K79me2 pattern and gene expression. We hypothesized from this data set, that direct DOT1L targets might be enriched among genes which were highly marked by H3K79me2 and decreased upon DOT1L-deficiency. Thus, our further experimentation aimed (1) to identify specific DOT1L target genes that might be causing the observed phenotype and (2) to test this hypothesis.

With the aim to identify specific DOT1L target genes, we considered a potential contribution of the reduced *Foxg1* expression (caused by the *Cre* knockin) could lead to the transcriptional alterations observed in *Dot1l-*cKO (39). Therefore, we performed RNA-seq of heterozygote *Foxg1-*Cre forebrains and intersected the 402 significantly DE genes with the 1976 DE genes revealed from DOT1L-deficient forebrains (Supplementary Figure S5B). 

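*Foxg1* encodes a forkhead transcription factor of the telencephalon, and in *Foxg1*-Cre mice *Cre* is inserted into this gene. RNA was taken from the medial dorsal telencephalon at E13.5, the strip of early cortex beside the cortical hem, which the paper's text calls forebrain. The libraries were labelled heterozygous (n = 5), control (n = 5) and homozygous (n = 5) for the *Foxg1*-Cre allele, and the paper's text gives no result for the homozygous ones. The labels state that tissue was pooled from 3 samples per heterozygous or homozygous library and from 2 per control library, and that each pool ran on 3 lanes, so that SD values describe the spread between pools. According to the paper's methods, adapters were trimmed with Trim Galore 0.2.8, reads were aligned to mm10 with TopHat2 2.0.9 and reads were counted per Ensembl gene and by strand with HTSeq 0.6.0. The authors deposited raw counts per gene and, separately for each comparison with control, counts divided by one factor per library. Raw counts assigned to genes came to 23031498 to 27264946 per library labelled heterozygous (median 24468258), 20822900 to 29541384 per library labelled control (median 26656005) and 20157893 to 27750981 per homozygous library (median 23257863). The paper's stated depth is 75 M reads per sample, a number of sequenced reads, and the values here use the counts assigned to genes. Raw counts were normalized by TMM and compared between 2 groups at a time with the quasi-likelihood test of edgeR, with p-values adjusted by the Benjamini-Hochberg method over all genes that passed a filter on low counts (16780 for heterozygous against control). A gene is called DE at an adjusted p under 0.05, and levels are CPM (counts divided by the TMM-scaled library size) as mean ± SD. In counts simulated at these depths for heterozygous against control, the same test found 45% of genes changed by 0.5 on the log2 scale and 80% of those changed by 1. Each gene was drawn independently there, so that changes shared by many genes of a library are left out.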

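In the raw counts, *Foxg1* was higher in the libraries labelled heterozygous than in those labelled control, and lowest in the homozygous libraries. *Foxg1* (ENSMUSG00000020950) lies on chromosome 12 of GRCm38, from 49382660 to 49386861 on the + strand. Its level was 129 ± 11.4 CPM (SD, n = 5) in the libraries labelled heterozygous, 78.5 ± 13.3 CPM (SD, n = 5) in those labelled control and 35.7 ± 6.78 CPM (SD, n = 5) in the homozygous libraries. The lowest library labelled heterozygous had 116.2 CPM and the highest labelled control 98.7 CPM. Between these 2 groups the log2 fold change was 0.72 (SE 0.10, adjusted p = 0.0121 from edgeR), and the 2-sided exact permutation p was 0.00794, the smallest that 5 libraries against 5 allow. In the homozygous libraries *Foxg1* fell by 1.13 on the log2 scale against control (SE 0.13, adjusted p = 9.59e-06 from edgeR), with reads still counted over the whole annotated gene, including any part outside the replaced portion. The normalized counts carry the opposite labels: in all 10 files of the heterozygous and control comparison, the values are those of the raw library with the same number from the other genotype, divided by one factor (every quotient whole within 0.01). In all 10 files of the homozygous and control comparison they match their own raw library. Under the labels of the normalized counts, *Foxg1* was at 1935 ± 331 normalized counts (SD, n = 5) in heterozygous and 3171 ± 286 (SD, n = 5) in control libraries. Which set of labels is right cannot be read from the files, so groups are named by the labels of the raw counts, and each direction between heterozygous and control turns around under the other labels. With exchanged raw labels, the homozygous libraries were compared with heterozygous ones. The paper states that *Foxg1* expression is reduced by the *Cre* knockin, citing earlier work, and its text gives no RT-qPCR or protein value for *Foxg1*. The count tables hold no entry for *Cre*.

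**Figure D1:**
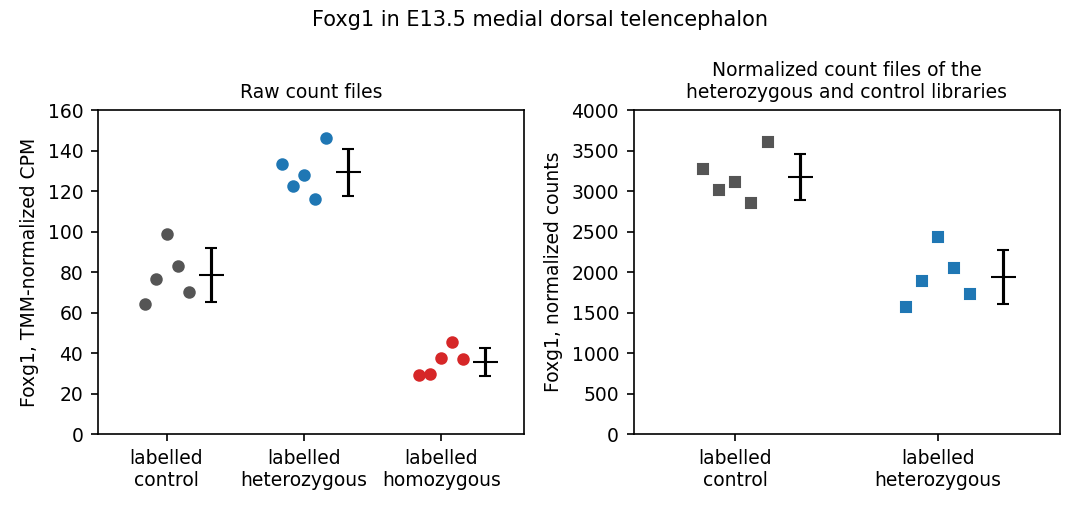
*Foxg1* in E13.5 medial dorsal telencephalon, by the labels of the raw counts (left, TMM-normalized CPM) and of the normalized counts of the heterozygous and control libraries (right). Points are libraries, and bars are mean ± SD of 5; the 5 libraries labelled heterozygous lie at 116.2 to 146.2 CPM on the left and at 1573 to 2434 normalized counts on the right, where control lies at 2850 to 3602.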

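Compared with the libraries labelled control, those labelled heterozygous had 46 genes with higher and 19 genes with lower expression, 65 DE genes in all. *Cdh7*, a cadherin, was at 30.1 ± 2.80 CPM (SD, n = 5) against 16.4 ± 1.65 CPM (SD, n = 5), a log2 fold change of 0.88 (SE 0.09, adjusted p = 0.00175 from edgeR). The serine protease inhibitor gene *Serpinb8* had the largest increase, with a log2 fold change of 1.86 (SE 0.23, adjusted p = 0.00443 from edgeR) at low levels of 3.20 ± 0.690 and 0.883 ± 0.208 CPM. It was followed by *Ifi203* (log2 fold change 1.42), an interferon-inducible gene whose paralogs may share its reads, by *Rgs13* (1.14) and by the macrophage gene *Mpeg1* (1.05). *Pou3f2*, a POU-domain transcription factor of upper layer neurons, was at 36.6 ± 5.19 CPM in the libraries labelled heterozygous and 72.3 ± 17.0 CPM in those labelled control (log2 fold change -0.98, adjusted p = 0.0126 from edgeR). Lower expression was also found for the related *Pou3f4* (-1.05), the metalloprotease *Adamts20* (-0.86), the WNT receptor *Fzd8* (-0.74), *Lmo3* (-0.72, adjusted p = 0.00876), and the histone genes *Hist1h2ac* (-0.66) and *Hist1h2bk* (-0.62), whose copies may share reads. Among genes of axon guidance, *Ephb1* (0.71), *Slit2* (0.53) and *Nrp2* (0.51) were higher and *Sema3a* (-0.48) was lower. The transcription factor *Bhlhe22* was higher, at 207 ± 32.3 against 118 ± 30.0 CPM (log2 fold change 0.81, adjusted p = 0.0381 from edgeR). Among the 65 genes, 6 changed at least 2-fold and the median size of the log2 fold change was 0.62. The groups did not overlap for 510 genes, 3.04% of those tested, where chance gives 0.794% as the average over all divisions of the libraries. A single division can lie away from this average, and its spread was not computed. DESeq2 at its default settings, the tool and settings named in the paper's methods, called 391 genes, 254 higher and 137 lower, with all 65 among them. The number of DE genes from edgeR was 7 without heterozygous replicate 2, 16 without replicate 3, 17 without replicate 4 and 20 without replicate 1. It was 13 without control replicate 4, 36 without control replicate 1, 37 without control replicate 2 and 146 without control replicate 5. *Cdh7*, *Serpinb8*, *Pou3f2*, *Lmo3* and *Hist1h2ac* passed in each of these fits. When these libraries were divided otherwise, the highest of the splits refitted gave 191 genes in edgeR and 1027 in DESeq2. Of 100 splits, the real one included, 2 gave as many genes in edgeR and 3 in DESeq2. Chance division is thus not excluded for the 65 or the 391 genes. All directions are those of the raw labels and turn around under the labels of the normalized counts. The paper considered that reduced *Foxg1* expression from the *Cre* knockin might contribute to the changes in *Dot1l*-cKO forebrains, and for this reason intersected both sets of DE genes.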

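Genes of Cajal-Retzius cells, the cortical hem, the choroid plexus and microglia had mostly positive log2 fold changes in the libraries labelled heterozygous, and cell cycle and histone genes mostly negative ones, with few or no single genes passing. These 6 lists passed in camera at its preset correlation and none of them with an estimated correlation. Of 16 Cajal-Retzius genes, 2 were higher and none lower (8 higher when adjusted over the list alone), among them *Nhlh2*, at 65.0 ± 4.57 CPM (SD, n = 5) against 46.9 ± 5.28 CPM (log2 fold change 0.47, adjusted p = 0.0217 from edgeR), and *Reln*. The median log2 fold change of the list was 0.32 (camera, adjusted p = 1.05e-05, and adjusted p = 0.336 with an estimated correlation). In fry, a rotation test, its adjusted p was 0.0473. Of 21 genes of the hem and of WNT and BMP signalling, *Wnt7b* was higher (108 ± 5.94 against 79.3 ± 8.23 CPM, log2 fold change 0.44, adjusted p = 0.0204 from edgeR), and 3 were higher when adjusted over the list alone. The median of this list was 0.20 (camera, adjusted p = 6.86e-05, and adjusted p = 0.555 with an estimated correlation), and it did not pass in fry (adjusted p = 0.229). All 13 choroid plexus genes had positive log2 fold changes, with a median of 0.67, but none passed in edgeR or DESeq2, 8 had an unadjusted p under 0.05 and 1 passed when adjusted over the list alone (camera, adjusted p = 0.000106, and 0.555 with an estimated correlation). All 14 microglial genes were positive too, with a median of 0.50; none passed in edgeR, 9 had an unadjusted p under 0.05, 3 passed in DESeq2 and 8 passed when adjusted over the list alone (camera, adjusted p = 3.73e-07, and 0.336 with an estimated correlation). Of 12 p53 target genes none passed in edgeR, 6 were higher at an unadjusted p under 0.05 and when adjusted over the list alone, and 2 were higher in DESeq2 (camera, adjusted p = 0.000844, and 0.205 with an estimated correlation). Of 24 cell cycle genes none passed in edgeR, while 18 were lower and 1 higher at an unadjusted p under 0.05 and when adjusted over the list alone, and 7 were lower in DESeq2. Their median was -0.23 (camera, adjusted p = 8.32e-09, and 0.336 with an estimated correlation). Of 12 histone genes, *Hist1h3c* was lower (-0.45, adjusted p = 0.0222 from edgeR) and 8 were lower when adjusted over the list alone, with a median of -0.32 (camera, adjusted p = 1.13e-07, and 0.336 with an estimated correlation). Genes of meninges and mesenchyme also passed in camera (median 0.20, adjusted p = 0.0258, and 0.555 with an estimated correlation), as did those of pericytes (0.20, adjusted p = 0.0484, and 0.555) and of sterol synthesis (-0.10, adjusted p = 0.00401, and 0.555). No gene of these lists passed in edgeR or DESeq2, and 1, 1 and 3 had an unadjusted p under 0.05. Of 20 ventricular zone progenitor genes none passed in edgeR, 3 were higher and 5 lower at an unadjusted p under 0.05, and DESeq2 called 2 higher and 1 lower (3 higher and 4 lower when adjusted over the list alone). Among 12 genes each of deep and upper layer neurons, *Lmo3*, *Bhlhe22* and *Pou3f2* were the ones that passed in edgeR (2 higher and 2 lower deep layer genes, and 1 higher and 4 lower upper layer genes, when adjusted over the list alone). The mean log2 level of 34 genes, those of the hem and of WNT and BMP signalling and those of the choroid plexus, was centred over all 15 libraries. It was -0.17 in control replicate 5 and -0.92 to -0.81 in the other control libraries. That of the Cajal-Retzius genes was -0.49 in control replicate 1 and -0.99 to -0.85 in the other control libraries, and control replicate 1 lay within the libraries labelled heterozygous. Genes of ribosomal RNA, summed with *Rn45s* and *Lars2*, took 0.166% of the counts in the libraries labelled heterozygous and 0.0884% in those labelled control (2-sided exact permutation p = 0.0556). Each of these directions turns around under the labels of the normalized counts.

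**Figure D2:**
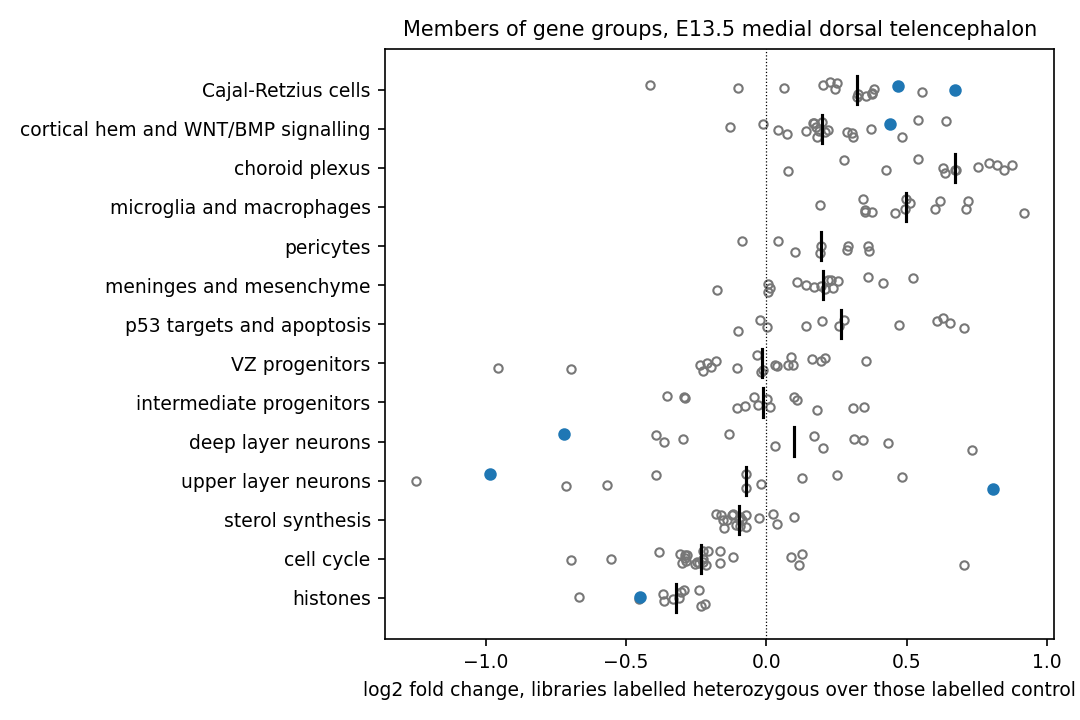
Log2 fold change of each gene in 14 groups, libraries labelled heterozygous (n = 5) over those labelled control (n = 5). Points are genes, filled where the adjusted p from edgeR is under 0.05, and black lines are medians; all choroid plexus and microglial genes lie above 0 and all histone genes below 0.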

We identified 132 shared genes, 70 of which did not carry H3K79me2 (Supplementary Figure S5C), and excluded these 132 DE transcripts from our further analyses.

The phenotype of the developing cortical plate suggested that the *Dot1l-*cKO affected both progenitor proliferation and neuronal differentiation. We therefore analyzed whether DOT1L-mediated H3K79me2 modification correlated with expression changes of genes normally expressed in the ventricular zone (VZ), subventricular zone (SVZ), DL, UL, and layer 1 (the classification of these genes was extracted from various publications, which are summarized in Supplemental Table S3). The corresponding heatmap of the H3K79me2 ChIP-seq profile of the selected transcripts in the different cellular subtypes revealed that out of 18 selected genes expressed in VZ and SVZ progenitors, 16 carried H3K79me2 at E12.5, and 18 at E14.5, respectively. Eleven of these 18 transcripts decreased upon *Dot1l-*cKO (Figure 3D). Of 14 selected genes expressed in DL neurons, 9 had few or no H3K79me2 marks at E12.5, and 7 at E14.5, respectively, and 11 of these DL transcripts increased upon loss of DOT1L. 15 genes were selected because their expression has been identified in UL neurons. Thirteen out of 15 genes were already marked with H3K79me2 at E12.5, and 11 at E14.5. 8 of this set of candidate genes decreased in *Dot1l-*cKO forebrains compared to controls (Figure 3D). qRTPCR of a subset of these selected candidates confirmed the transcriptional changes observed by RNA-seq (Figure 3E, left panel).

It is of note that the H3K79me2 pattern differed substantially between the selected genes (Figure 3D). We therefore used locus-specific high resolution analyses to identify gene-specific H3K79me2 enrichments, which we hypothesized serve best to identify direct DOT1L target genes. We correlated expression levels and such H3K79me2 profiles in progenitors and neurons. This analysis indicated higher enrichment of the histone modification in progenitors compared to neurons (Figure 3E, right panel). Among neuronal genes, those with DL expression (Dickkopf WNT signaling pathway inhibitor 3 (*Dkk3*), Protein phosphatase 1 regulatory inhibitor subunit 1B *(Ppp1r1b*)) had lower H3K79me2 enrichment than UL expressed genes (*Satb2*, Cut like homeobox 2 *(Cux2*)). Taken together, ChIP-, RNA-seq, and qRTPCR data supported our hypothesis that direct DOT1L targets are most likely, but not exclusively, identified by high levels of H3K79me2 and decreased expression upon *Dot1l*-cKO. Among genes expressed by specific cell populations during cortical development, we identified Insulin like growth factor 2 mRNA binding protein 1 (*Igf2bp1*), Orthodenticle homeobox 1 *(Otx1*), Cyclin D1 (*Ccnd1*), *Lhx2* and Nuclear factor I B (*Nfib*) as novel targets in progenitors, and *Satb2* as well as *Cux2* as UL targets. From transcripts expressed by DL neurons, only *Sox5* classified as DOT1L target under our selection criteria. In addition, these data suggested to us that DOT1L might infer neuronal cell fate information because we identified target genes such as *Satb2* and *Cux2*. These latter genes are expressed by late born neurons, but were marked with H3K79me2 already at a developmental stage dominated by proliferative events, i.e. E12.5.

### DOT1L and H3K79me2 activate transcription of HMG-domain transcription factors

We aimed to identify further DOT1L target genes, which fulfilled the selection criteria of decreased transcription and substantial H3K79me2 at E14.5. We observed enrichment of many HMG-domain TF-family members, namely *Sox1, Sox2, Sox4, Sox5, Sox6, Sox8, Sox10, Sox11*, Transcription factor 7 like 1 *(Tcf7l1), Tcf7l2*, WD repeat and HMG-box DNA binding protein 1 *(Wdhd1*) and Thymocyte selection-associated HMG box (*Tox1*). With the exception of the oligodendrocyte-expressed *Sox10* (45), all HMG TF were marked with H3K79me2 at E12.5 and E14.5 (Figure 4A). qRTPCR verified 7 out of 12 HMG TF with significantly decreased expression upon *Dot1l* deletion *in vivo* (Figure 4A).

**Figure 4.**
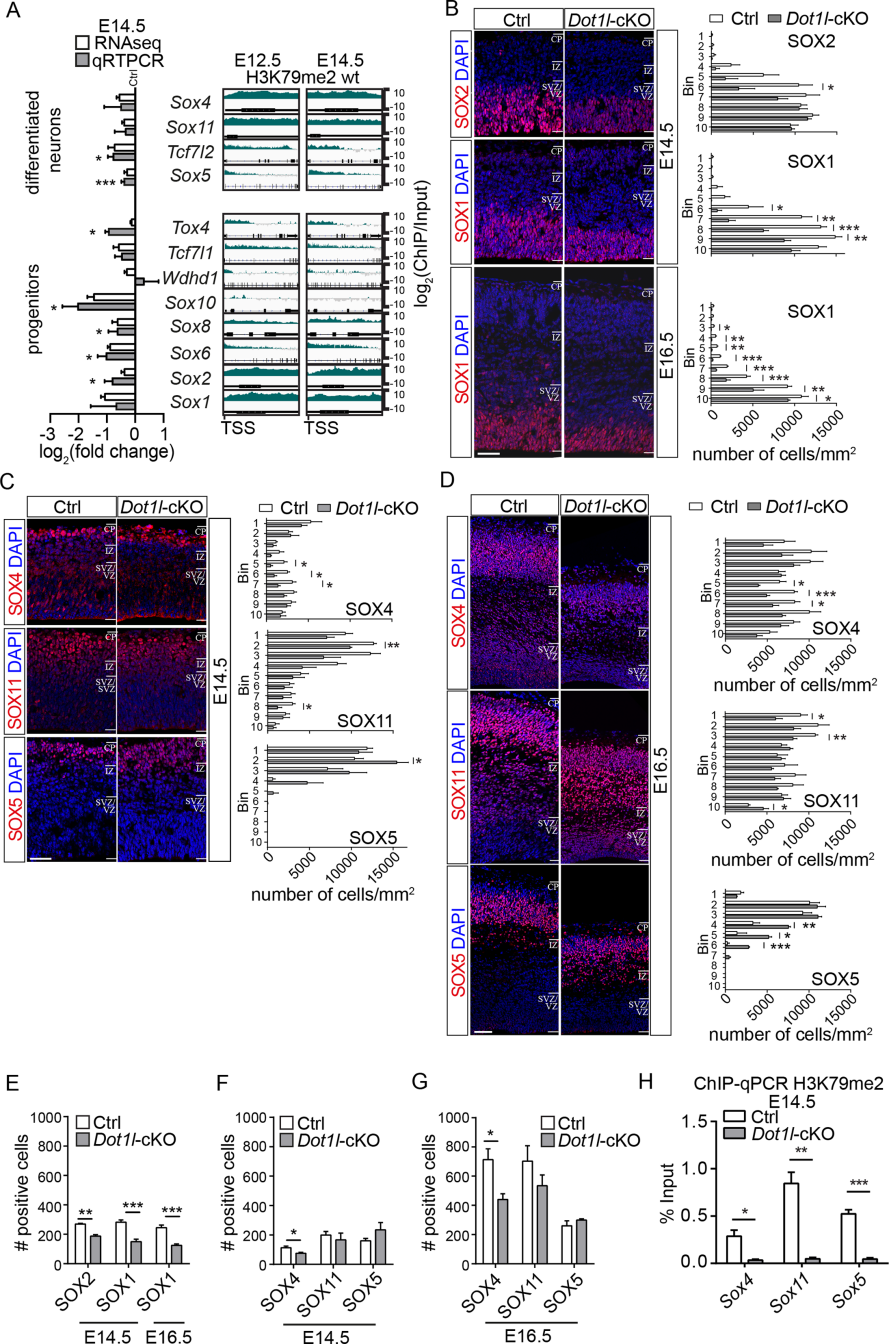
*Sox* family members are direct targets of DOT1L during cortical development *in vivo* and *in vitro*. (**A**) Left panel: Differences in expression levels of *Sox* family members in log_2_(fold change) in *Foxg1-*Cre *Dot1l-*cKO compared to ctrl in RNA-seq (*n* = 3) (white bars) and qRTPCR validations (gray bars, *n* = 6). Right panels: high resolution representation of H3K79me2 enrichment in log_2_(ChIP/Input) at E12.5 and E14.5 of the indicated genes, which are subdivided according to expression mainly in progenitors or differentiated neurons. (**B**) Representative images (left panels) and quantifications (cells/mm^2^ in 10 bins, right panels) of immunostainings of SOX1 (*n* = 4) and SOX2 (*n* = 3) at E14.5, and SOX1 (*n* = 3) at E16.5. Scale bar: 100 μm. (**C**) Representation as in B for SOX4 (*n* = 3), SOX5 (*n* = 4), and SOX11 (*n* = 3) at E14.5. (**D**) Representation as in B for SOX4 (*n* = 4), SOX5 (*n* = 3), and SOX11 (*n* = 4) at E16.5. (**E**) Total numbers of SOX1- and SOX2-positive cells at E14.5 and E16.5 in 200 μm width of the cortex, as determined from the sum of positive cells for the respective markers counted in B for ctrl and *Foxg1*-Cre*Dot1l*-cKO. (**F**) Total numbers SOX4-, SOX11-, and SOX5-positive cells at E14.5 in 200 μm width of the cortex, as determined from the sum of positive cells for the respective markers counted in C. (**G**) Total numbers of SOX4-, SOX11- and SOX5-positive cells at E16.5 in 200 μm width of the cortex, as determined from the sum of positive cells for the respective markers counted in D. (**H**) ChIP-qPCR analysis of H3K79me2 levels (% Input) of E14.5 ctrl and *Foxg1-*Cre *Dot1l*-cKO at the promotor region of *Sox4, Sox5*, and *Sox11* (*n* = 4). All data are from ctrl and *Foxg1*-Cre*Dot1l*-cKO and represented as mean ± SEM. *P*-values were calculated using unpaired, two tailed Student's *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001.

The activating effect of DOT1L on HMG TF transcription was not restricted to progenitors, but was also evident for family members active in differentiated neurons (Figure 4A), again indicating that DOT1L might act beyond cell proliferation on neuronal differentiation. Immunostaining analysis for SOX1 and SOX2 and confirmed decreased expression in DOT1L-deficient mouse forebrains at E14.5 and E16.5 in the VZ compared to controls (Figure 4B). As the total number of SOX1- and SOX2-positive cells decreased, we concluded that DOT1L function affects the number of these progenitors (Figure 4E). SOX4, SOX5, and SOX11 are expressed in differentiated neurons. SOX5 is expressed in DL neurons, and we quantified significantly increased numbers of SOX5-positive cells in *Dot1l*-deficient forebrains at E14.5 (Figure 4C) and E16.5 (Figure 4D) compared to controls. In contrast, SOX4 and SOX11, which are expressed in DL and UL neurons, significantly decreased in *Dot1l-*cKO (Figure 4C, D). While loss of DOT1L decreased generation of SOX4-positive cells, as revealed by the reduced total number of SOX4-positive cells compared to wild type animals, numbers of SOX5- and SOX11-neurons did not change (Figure 4F, G). This indicated that DOT1L-deficiency most likely affected distribution of SOX5- and SOX11-expressing neurons. qRTPCR after H3K79me2 ChIP revealed less enrichment of marked chromatin in E14.5 *Dot1l-*cKO forebrains compared to controls around the TSS of SOX4, 11 and 5 (Figure 4H), suggesting a direct effect of DOT1L on expression of these neuronal genes.

This data supported the view that DOT1L and H3K79me2 (i) directly regulated HMG TF expression *in vivo*, (ii) decreased the number of progenitors, and (iii) impacted on the generation and distribution of cortical plate neurons, depending on their respective subtype.

### DOT1L-deficiency decreases transcription of genes affecting the cell cycle and the division mode

We used pathway analyses of DE genes upon *Dot1l* deletion to identify further *in vivo* cortical DOT1L target genes. These analyses indicated enrichment for cell cycle-related genes (Supplementary Figure S6A). Fifteen potential DOT1L target genes implicated in cell cycle control carried H3K79me2 modifications and mainly affect G1/S phase. Cyclin D1 (*Ccnd1*) and E2F transcription factor (*E2f7*), which are important for G1/S transition (46), were the only two genes from this set of selected genes with significantly altered expression as revealed using qRTPCR analyses of control and *Dot1l-*cKO dorsal forebrains (Supplementary Figure S6B).

Despite lower numbers of cells in S-phase at E14.5, *Dot1l* deletion did not result in significantly decreased numbers of M-phase cells, as determined by Histone H3 serine 10 phosphorylation (H3S10ph) immunostaining (Supplementary Figure S6C). This seemingly contradicting finding might indicate an altered M-phase. We hypothesized that at E14.5, fewer cells entered S-phase in the *Dot1l*-cKO mice (Figure 2F) and that these cells accumulated in M-phase, which resulted in comparable numbers to control brains with an unperturbed cell cycle. To test this hypothesis, we analyzed genes that are known to influence specifically M-phase with regard to (i) occurrence of H3K79me2 as indicator of direct DOT1L effects, and (ii) decreased gene expression in the RNA-seq data. In support of our hypothesis, ChIP-seq data revealed Vang-like 2 (*Vangl2*), and Centromere protein v *(Cenpv*) and j (*Cenpj*), which carried H3K79me2 modifications at E12.5 and E14.5, and Ankyrin repeat domain 6 (*Ankrd6*), which gained H3K79me2 at E14.5 (Figure 5A). These genes influence M-phase progression and prevent premature progenitor differentiation through asymmetric cell division by maintaining a horizontal cleavage plane (47–49). RNA-seq and qRTPCR validation showed that *Vangl2* and *Cenpv* expression significantly decreased upon *Dot1l* deletion at E12.5, and all four genes decreased in expression compared to controls at E14.5 (Figure 5A, B).

**Figure 5.**
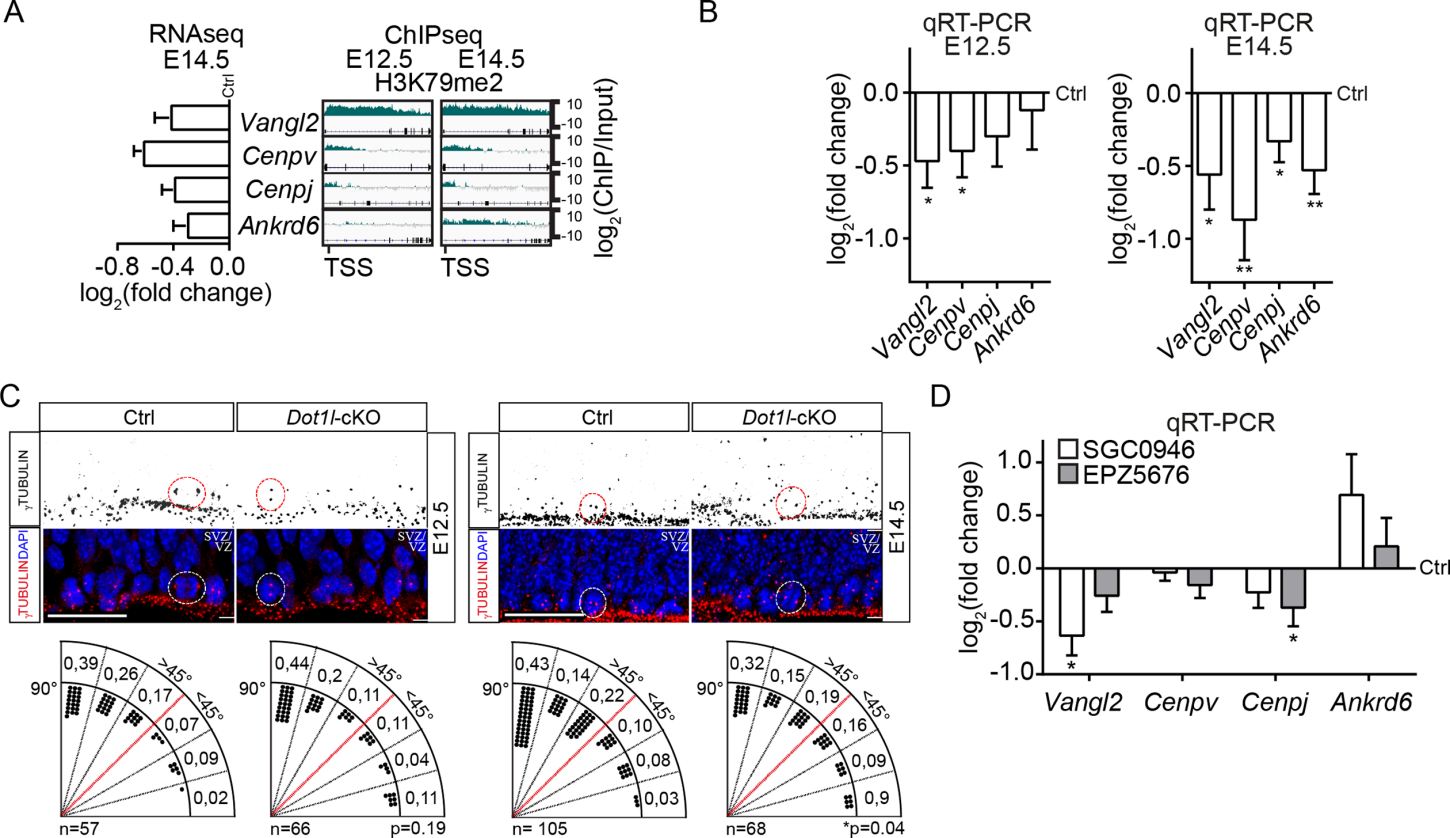
DOT1L induces transcription of genes implicated in asymmetric cell division. (**A**) RNA-seq expression data (*Foxg1*-Cre *Dot1l*-cKO vs ctrl, left panel) and high resolution representation of H3K79me2 distribution along the respective gene in wild type forebrains in log_2_(ChIP/input) at E12.5 and E14.5 of *Vangl2, Cenpv, Cenpj* and *Ankrd6*. (**B**) qRTPCR validation of the expression levels of the genes shown in A in *Foxg1*-Cre*Dot1l*-cKO compared to ctrl at E12.5 and E14.5 (*n* = 6). (**C**) Representative immunostainings for γ-TUBULIN (red) and DAPI (blue) of E12.5 and E14.5 VZ of ctrl and *Foxg1*-Cre *Dot1l*-cKO (middle panels). For better visualization of the γ-TUBULIN staining, the red channel was split and inverted (upper panel). Cells with different orientation of the cleavage planes are depicted exemplarily with red circles. Quantification of the number of cells (represented as black dots) that presented different angles of the cleavage plane in respect to the ventricle surface within increments of 15° is shown in the lower panel for ctrl (*n* = 57 at E12.5, *n* = 105 at E14.5) and *Foxg1*-Cre*Dot1l*-cKO (*n* = 66 at E12.5, *n* = 68 at E14.5). Statistical comparison between *Dot1l*-cKO vs ctrl of all dividing cells with cleavage planes below 45° or above 45° was performed with one-tailed Fisher's exact test at E12.5 or E14.5. *P-*values are shown below the quantifications: *P < 0.05. Scale bars: 25 μm. (**D**) qRTPCR analysis for *Vangl2, Cenpv, Cenpj* and *Ankrd6* in neural progenitor cells differentiated from mESCs after pharmacological inhibition of DOT1L for 48h with two different inhibitors, SGC0946 (white bars) and EPZ5676 (gray bars) compared to DMSO treated ctrl cells (*n* = 4). All data are presented as mean ± SEM. *P*-values were calculated using unpaired, two tailed Student's *t*-test: *P < 0.05, **P < 0.01.

We quantified the number of cells in the VZ with angles of the cleavage plane between 0° and 90° in 15° increments at E12.5 and E14.5 after γ-TUBULIN immunostaining. Loss of DOT1L resulted in significantly more cells with a cleavage plane parallel to the ventricular surface at E14.5, which is a hallmark of asymmetric division (Figure 5C). To ascertain that DOT1L activity impacts on transcription of *Vangl2, Cenpv, Cenpj*, and *Ankrd6*, we differentiated mouse embryonic stem cells (mESC) into radial glial-like cells (RGLC) *in vitro* (50). Interference with DOT1L activity by applying the specific inhibitors SGC0946 or EPZ5676 to RGLC for 48h led to significant lower levels of H3K79me2 modification compared to DMSO treated controls (Supplementary Figure S6D, E). DOT1L-inhibited RGLC expressed significantly less *Vangl2* and *Cenpj* compared to controls (Figure 5D). Taken together, the data showed that DOT1L activity promoted transcription of genes implicated in asymmetric cell division *in vivo* and *in vitro*.

### DOT1L activates transcriptional programs governing UL neuronal cell fate

Phenotypically, *Dot1l-*cKO resulted in premature cell cycle exit of progenitors and altered numbers or distribution of neurons in the developing cortical plate. We identified moderate, but significant changes of the transcription levels of cell-cycle regulating genes *Ccnd1, E2f7, Vangl2*, and *Cenpj*, that might account for the observed differences of DOT1L-deficient progenitors. However, in addition to progenitor-assigned transcripts, our data revealed that subsets of genes usually expressed in differentiated neurons (for example *Satb2, Cux2, Sox 4, 11, 5*) were marked with H3K79me2 modification, and that their expression decreased upon loss of DOT1L (Figure 3E, 4A). This finding together with the moderate transcriptional changes of cell cycle regulating genes, fostered the hypothesis that DOT1L might activate specifically transcriptional programs of differentiated neurons. To test this hypothesis, we analyzed a set of genes, which are mainly expressed by differentiated neurons and that are described to mark either DL (*Tbr1*, Slit guidance ligand 1 (*Slit1*), Crystallin mu (*Crym*), Synaptotagmin 9 (*Syt9*), *Dkk3*, Synuclein alpha (*Scna*), Adenylate cyclase 1 (*Adcy1*)) or UL (*Satb2, Pou3f3* (POU domain class 3 transcription factor 3), *Cux1, Cux2*) (see Supplemental Table S3 for references) neurons. Interestingly, the transcripts expressed from UL neurons (*Satb2, Pou3f3, Cux1*, and *Cux2*) were marked with H3K79me2 already at E12.5 (Figure 6A), and their expression decreased upon *Dot1l*-cKO compared to controls. From the selected genes mainly expressed by DL neurons, only *Tbr1* was marked highly with H3K79me2, whereas the six other DL candidate genes were hardly marked. In support of our earlier hypothesis that strong enrichment of H3K79me2 is followed by transcriptional decrease upon *Dot1l-*cKO, expression of the selected UL genes significantly decreased already at E12.5, and also at E14.5 (Figure 6A, B). In contrast, upon *Dot1l* deletion, the set of DL markers either increased or did not change compared to controls at E14.5.

**Figure 6.**
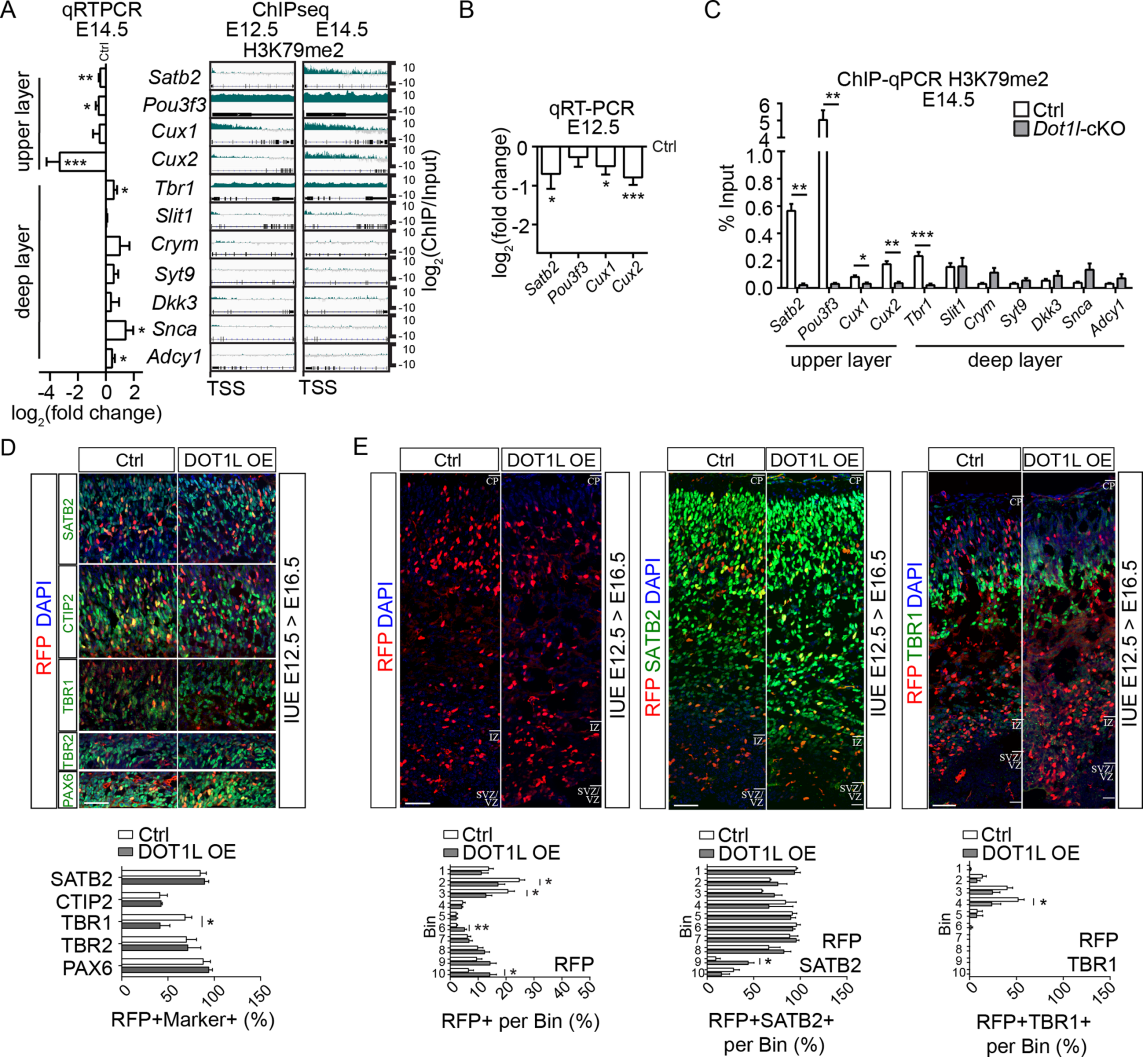
DOT1L activates transcriptional programs governing UL neuronal cell fate. (**A**) qRTPCR expression analysis of genes expressed in UL cortical neurons in *Foxg1*-Cre *Dot1l*-cKO compared to ctrl at E14.5 (*n* = 6, left panel) and high resolution representation of H3K79me2 distribution from TSS over the respective gene body in wild type forebrains in log_2_(ChIP/input) of genes that are expressed in UL or DL cortical neurons at E12.5 and E14.5. (**B**) qRTPCR expression analysis of genes expressed in UL cortical neurons in *Foxg1*-Cre *Dot1l*-cKO compared to ctrl at E12.5 (*n* = 6). (**C**) ChIP-qPCR analysis of H3K79me2 levels (% Input) in E14.5 ctrl (white bars) and *Foxg1*-Cre *Dot1l*-cKO (gray bars) forebrains, at the promotor of genes that are expressed in UL or DL cortical neurons (*n* = 4). (**D**) Upper panel: Representative image of immunostainings of cortical sections from E16.5 animals for PAX6, TBR2, TBR1, CTIP2 or SATB2 (green), RFP (red) and DAPI (blue) within their main expression domains, after *in utero* electroporation of DOT1L overexpression plasmid at E12.5. RFP marks electroporated cells, which assumingly overexpress DOT1L. Lower panel: Quantification of electroporated cells (RFP) that co-expressed PAX6, TBR2, TBR1, CTIP2 and SATB2, given as percentage of the total number of RFP/DOT1L OE cortical cells within the main expression domains/layers of the respective layer marker at E16.5 (PAX6 *n* = 3(ctrl)/4(*Dot1l*-cKO), TBR2 *n* = 3, TBR1 *n* = 3, CTIP2 *n* = 3, SATB2 *n* = 3). (**E**) Distribution of RFP-positive cells at E16.5 after *in utero* electroporation at E12.5 (left panel). The graph below the representative images shows the percentage of RFP-positive cells in each bin from the total RFP-positive cells determined in the 10 bins. Percentage of SATB2/RFP-positive cells (middle panel) or TBR1/RFP-positive cells (right panel) at E16.5 after *inutero* electroporation at E12.5. The graphs below the representative images show the percentage of SATB2/RFP- or TBR1/RFP-positive cells from the total RFP-positive cells in each bin (total RFP *n* = 5, RFP/SATB2 *n* = 3, RFP/TBR1 *n* = 6(ctrl)/5(*Dot1l-*cKO)). Data are presented as mean ± SEM. *P*-values were calculated using unpaired, two tailed Student's *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001.

As protein expression of the UL marker genes is detectable mainly during late neurogenesis, but we observed transcription already at E12.5, we used qRTPCR to reveal the mRNA abundance of these candidates during cortical development. *In vivo* in the dorsal telencephalon, *Satb2, Pou3f3, Cux1*, and *Cux2* transcripts significantly increased from E11.5 to E13.5, and also toward E14.5-E15.5, but decreased in later embryonic and in the adult stage (Supplementary Figure S7A). As *Satb2, Pou3f3, Cux1*, and *Cux2* were marked with H3K79me2 already at E12.5 (Figure 6A), we hypothesized that transcription of these UL genes (1) might be marked epigenetically by H3K79me2 early in development and (2) would be transcriptionally influenced through DOT1L. H3K79me2 ChIP and qRTPCR of the region around the TSS of the selected UL and DL genes confirmed enrichment of H3K79me2 for the UL genes. This H3K79me2 enrichment was significantly lost in *Dot1l*-cKO compared to controls (Figure 6C). DL genes were hardly enriched for H3K79me2 modification (Figure 6A, C), and we could not detect significant alterations upon loss of DOT1L, except for *Tbr1*, which we described earlier as direct DOT1L target gene (5). This suggested that DOT1L and H3K79me2 directly affected gene expression of markers for differentiated neurons, especially of UL, but not DL marker gene expression.

As DOT1L influenced transcription of known genes conferring UL identity at E12.5, we overexpressed DOT1L at this developmental stage to analyze whether DOT1L function was instructive for neuronal differentiation. We used *in utero* electroporation (IUE) at E12.5 to overexpress DOT1L, harvested brains at E14.5 and E16.5, and visualized electroporated cells by expression of RFP, which was co-electroporated. We quantified the total number of RFP-positive cells and determined the percentage of RFP-positive cells that co-expressed either PAX6, TBR2, TBR1, CTIP2 or SATB2. Quantitation of the fraction of double positive cells was restricted to the main expression domains of the respective marker genes. We did not observe alterations in E14.5 brains that overexpress DOT1L compared to the empty vector control electroporation (Supplementary Figure S8A). In contrast, at E16.5, we observed decreased expression of TBR1 (Figure 6D) upon DOT1L-overexpression. In addition, we noticed that RFP-cells overexpressing DOT1L appeared in higher numbers in the lower half of the cortical plate at E16.5, and fewer numbers in the upper half of the cortex compared to control electroporated brains (Figure 6E). Moreover, a minor fraction of SATB2-positive cells populated deeper locations than in control brains (Figure 6E). We therefore quantified the numbers of TBR1- and SATB2-positive cells in the entire cortical plate, which we divided into 10 equal bins. SATB2-positive cells significantly increased in the proportion of SATB2/RFP-coexpressing cells in the deep cortical location upon DOT1L-overexpression. TBR1-positive cells decreased significantly in more superficial bins after DOT1L-overexpression as compared to controls (Figure 6E). As expected, these results showed that overexpression of DOT1L at E12.5 did not result in significant alterations of the number of progenitors expressing PAX6 and TBR2, but that increased DOT1L expression affected both, generation of TBR1- and SATB2-positive cells. The former is slightly inhibited through DOT1L, the latter facilitated. However, the overexpression of DOT1L most likely also impacted on distribution of TBR1 and SATB2 neurons, as the differences in numbers were comparably mild. Especially the SATB2-expression domain extended to the intermediate zone, indicating that the migration of SATB2-positive neurons might be hampered. In summary, the gain-of-function experiment suggested that DOT1L acted not exclusively by regulating cell cycle genes, but also by regulating specific developmental programs of neurons to ensure their proper generation as well as distribution in the cortical plate.

The overexpression of DOT1L at E12.5 produced slightly, but significantly more SATB2 neurons with altered distribution in the cortical plate compared to controls. The *Satb2* gene had detectable H3K79me2 levels already at E12.5 (Figure 6A). We therefore hypothesized that an earlier DOT1L function might prime progenitors for a later SATB2 cell fate, implying that overexpression of DOT1L at E12.5 only affected a small, responsive progenitor fraction. We used an inducible *Nes*-Cre driver line to delete DOT1L before, around, and after E12.5 to resolve a potential critical time at which DOT1L affected generation of SATB2-positive neurons, or generally neurogenesis. *Dot1l-*cKO was induced by three consecutive tamoxifen injections at (i) E9.5, E10.5, and E11.5, (ii) E11.5, E12.5, and E13.5 and (iii) E13.5, E14.5, and E15.5 to interfere with DOT1L expression during three different phases of cortical neurogenesis (Supplementary Figure S8B). Brains were harvested at E18.5 and expression of PAX6, TBR2, TBR1, CTIP2, and SATB2 was quantified (Figure 7A, B). *Dot1l-*cKO before E12.5 reduced the numbers of PAX6- and TBR2-progenitors and let to differences in distribution of TBR1-neurons. CTIP2-neurons did not change, but as expected the numbers of SATB2-neurons significantly decreased. In contrast, induction of the *Dot1l-*cKO around E12.5 did not affect the numbers of progenitors, but led to a significant increased generation of TBR1-, CTIP2-, and SATB2-neurons, the latter of which also localized significantly more in DL. After E12.5, DOT1L-deficiency significantly reduced the numbers of progenitors and TBR1-neurons. SATB2-neurons did not change in numbers but were less frequent in UL positions.

**Figure 7.**
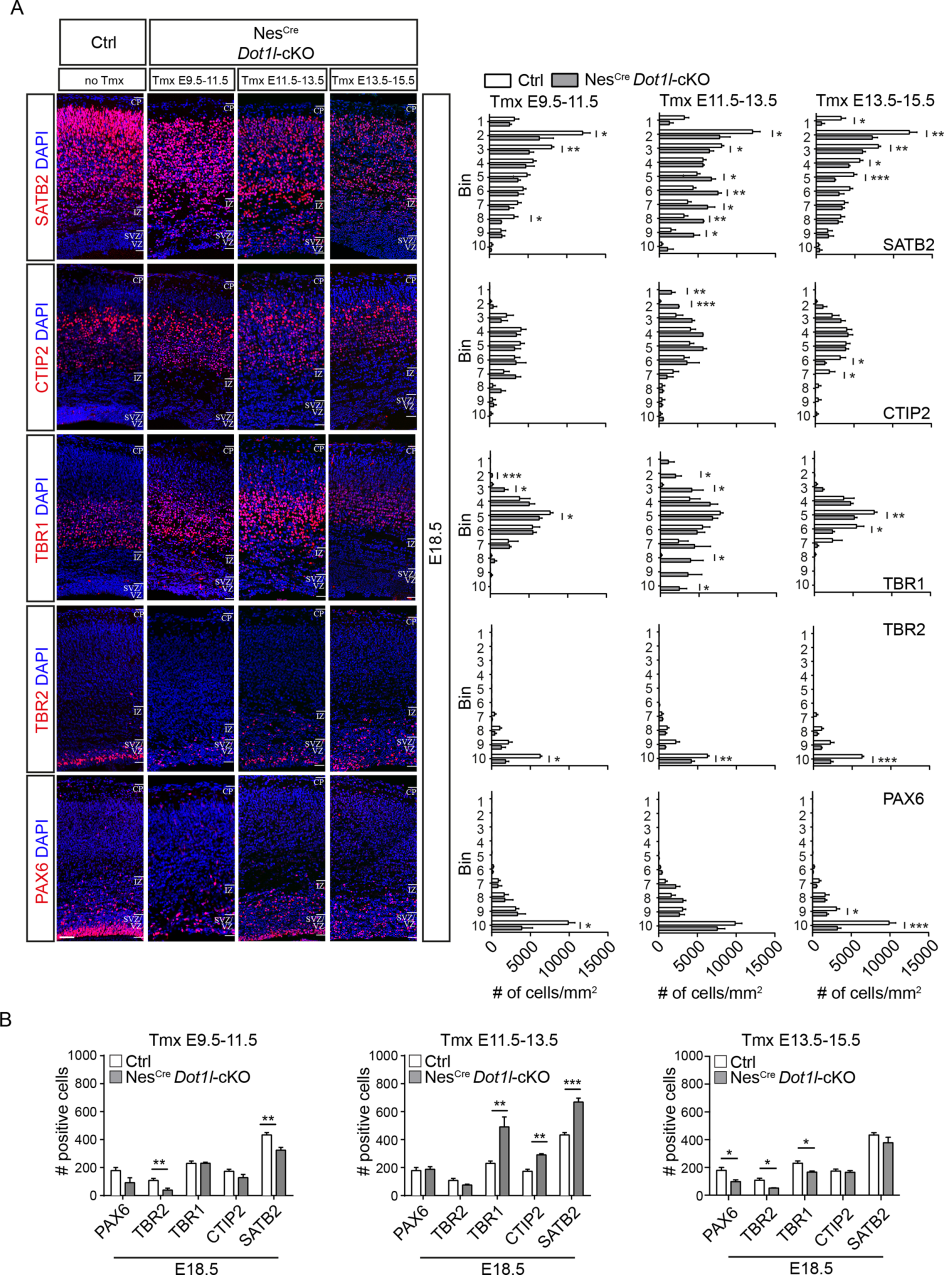
DOT1L primes SATB2-expression in the pre-neurogenic phase of cortical development. (**A**) Left panels: Representative immunostainings of E18.5 forebrains for PAX6, TBR2, TBR1, CITP2, and SATB2 (red), and DAPI (blue) of ctrl (no Tmx) and *Nes*-Cre *Dot1l*-cKO animals (three injections of Tmx at consecutive days starting at three different time points: Tmx E9.5-E11.5, Tmx E11.5–13.5, Tmx E13.5-E15.5). Scale bar: 50 μm. Right panels: Quantification of number of stained cells/mm^2^ within each individual bin out of 10 bins spanning the entire cortex in a width of 200 μm for ctrl and *Nes*-Cre*Dot1l*-cKO (ctrl *n* = 4 (white bars), Tmx E9.5-E11.5 *n* = 3, Tmx E11.5-E13.5 *n* = 3, Tmx E13.5-E15.5 *n* = 4 (gray bars)). (**B**) Total numbers of PAX6, TBR1, CTIP2 or SATB2-positive cells at E18.5 in 200 μm width of the cortex, as determined from the sum of positive cells for the respective markers counted in A, comparing ctrl (white bars) and *Nes*-Cre *Dot1l*-cKO with cKO induced at the indicated different time points (Tmx E9.5-E11.5, E11.5–13.5, E13.5-E15.5, gray bars).

In summary, data from all three *Dot1l*-cKO mouse lines and overexpression of DOT1L in the cerebral cortex presented in this study (Supplementary Figure S8C) support a model in which DOT1L has different functions during consecutive stages of cortical plate development. In essence, DOT1L maintained the progenitor pool, and it was necessary for proper distribution of DL and UL neurons. DOT1L primed a SATB2-neuronal cell fate through its activity before E12.5. One hallmark of this early DOT1L-dependent determination of SATB2 expression is the H3K79me2 enrichment in this gene in early progenitors.

## DISCUSSION

Our data show that the epigenetic chromatin modifier DOT1L is implicated in the development of the cortical plate, by maintaining the progenitor pool, and by affecting neuronal differentiation. DOT1L methylates histone H3 at K79, and if we correlate H3K79me2 pattern with DE genes, it is tempting to speculate that this epigenetic modification confers cellular commitment early during development, e.g. to prepare a SATB2 neuronal phenotype, which becomes apparent during later developmental stages.

The developmental advantage of using epigenetic traits to propagate information about potential cell fate is that it can be (i) established early in development, (ii) transmitted to future generations of progenitors, and (iii) kept at basal levels until full expression of a respective gene is needed. Thus, epigenetic modifications are important mechanisms to activate specific transcriptional programs in ESCs (51,52), and they also operate *in vivo* to shape the cerebral cortex. However, according to our RNA-seq data, H3K79me2 may not only have activating functions as suggested by various reports (17,53,54), but may also lead to transcriptional repression. We also reported reduced H3K79me2 levels at the *Tbr1* gene in mice deficient for the DOT1L-interaction partner AF9 (MLLT3, Super elongation complex subunit) (5). In this regard, H3K79me2 is distinct from activity-associated H3K4me3, which was reported to coincide with H3K79me2 (55–58). In our data only a subset of H3K4me3 marked genes carried also H3K79me2. We cannot rule out that H3K79me1 or me3 mark the rest of transcriptionally active genes. But our data most likely indicate that H3K79me2 is associated with a specific chromatin state, at genes with developmentally instructive functions during cortical development. H3K79me2 marks essential genes also in other developmentally restricted or committed stem cells (21,59,60). This co-occurrence can be interpreted that H3K79me2 has the potential to initiate, prime and/or maintain specific transcriptional programs that impact on cell fate decisions, in the cerebral cortex but also in other stem cells. However, we can only conclude that the histone modification correlates with the observed transcriptional changes, without ruling out that other DOT1L functions than methylation of H3K79 are involved and/or responsible.

Our results show that DOT1L functions at various stages of cortical development, and mainly activates transcriptional programs in progenitors and differentiated neurons. Others have reported that DOT1L influences the cell cycle and suggested functions in either G1/S- or M-phase. However, systematic mechanistic insight gained through transcriptome analyses and identification of *in vivo* target genes in mammalian cells are rare (61). We show here that DOT1L affects G1/S- and M-phase transitions in neural stem cells and increases expression of *Vangl2* and *Cenpj*. Both are novel DOT1L target genes that are associated with asymmetric cell division and cell fate decision in cortical development (49). VANGL2- and CENPJ-deficiency results in altered orientation of the cleavage plane, M-phase arrest, and premature differentiation. In addition, *Cenpj* mutations are associated with microcephaly (62). We observed an increased frequency of cleavage planes characteristic for asymmetric cell division in progenitors residing in the DOT1L-deficient VZ, which might indicate the relevance of the transcriptional regulation of *Vangl2* and *Cenpj* by DOT1L. It has been reported that H3K79me2 levels can vary during the cell cycle itself (61,63,64). However, these reported data are in part contradictory, and the cell cycle dynamics of H3K79me2 are not evolutionary conserved (65). It is thus impossible to ascertain whether variable H3K9me2 levels during different phases of the cell cycle are responsible for the phenotype of *Dot1l*-cKO forebrains.

Our data suggest to us that DOT1L might prime early born progenitors for adapting a specific phenotype for later developmental stages. This notion is supported by various observations: H3K79me2 was enriched in genes, which are transcribed in the progenitor zones and in UL (Figure 3). In addition, DOT1L deficiency reduced transcription of diverse *Sox* family member genes, in progenitors and differentiated neurons, and led to reduced levels of H3K79me2 at *Sox4, Sox11* and *Sox5* genes that are active in differentiated neurons (Figure 4). Similarly, loss of DOT1L reduced transcription and H3K79me2 levels of *Satb2, Pou3f3, Cux1*, and *Cux2*, all of which are mostly active in UL neurons, but these effects were not observed for selected DL genes (Figure 6). Furthermore, SATB2-expressing neurons significantly increased after overexpression of DOT1L at E12.5 *in vivo* (Figure 6) despite unchanged numbers of progenitors. Moreover, three mouse models in which DOT1L-deficiency occurred during pre-neurogenic phase before E12.5 had a defect in neurogenesis of SATB2-neurons, whereas TBR1 and CTIP2 neurons residing in DL distributed differently within the cortical plate compared to controls. This observation that interfering with DOT1L function in the pre-neurogenic phase leads to reduced numbers of SATB2-neurons is a strong argument in favor for an early priming of UL-cell fate through this epigenetic modifier (Supplementary Figure S8C).

Importantly, deletion of DOT1L in the three mouse models and at different developmental time points revealed that this enzyme has probably multiple functions during development. Compared to the loss of DOT1L in the pre-neurogenic phase (*Foxg1*-Cre, *Emx1*-Cre, *Nes*-Cre at E9.5–11.5), the cKO at later stages gave slightly different patterns in the genesis of progenitors and neurons. *Nes*-Cre induced cKO between E11.5 and E13.5 did not result in different numbers of progenitors. It is tempting to speculate that progenitors are permissive toward loss of DOT1L at this stage. However, as we also observed increasing cell numbers of TBR1-, CTIP2-, and SATB2-neurons it seems also likely that cells enter the cell cycle in higher numbers and that loss of DOT1L accounts for a facilitated exit for differentiation into DL and UL subtypes in these stages. This view is supported by the altered cell cycle in *Foxg1-*Cre cKO mice (Figure 2E–G), in which progenitors seem to follow this pattern. Increased differentiation into SATB2-expressing neurons around E12.5 might be favored as the early progenitors acquired the information to adopt this cell fate before the cKO was induced. Loss of DOT1L at the late neurogenic phase between E13.5 and E15.5 decreased the progenitor pool compared to controls. In contrast to the cKOs at earlier stages, we observed decreased generation of TBR1-expressing neurons during late neurogenesis upon DOT1L deletion. We speculate that this particular fraction of cells might localize to UL, according to our recently reported observation on AF9-deficient mice (5). AF9 interacts with DOT1L, and loss of AF9 increased TBR1-positive cells specifically in superficial positions. As progenitors received instructions to adopt a SATB2-cell fate during early development, the numbers of these neurons did not decrease upon *Dot1l*-cKO in this later developmental stage. However, as the distribution of SATB2-neurons significantly changed in the cortical plate upon DOT1L-deficiency in late neurogenesis, we conclude that DOT1L does not only function to balance the progenitor pool and to prime specific neuronal identity, but that it is also necessary for proper neuronal distribution in the developing cortex.

## DATA AVAILABILITY

Following deep sequencing data have been deposited in GEO: H3K79me2 E12.5: GSE95831, RNA-seq *Dot1l*-cKO vs ctrl: GSE95832, RNA-seq *Foxg1*-heterozygote vs ctrl: GSE95833. Following deep sequencing data have been deposited in NCBI BioProject: H3K79me2 E14.5: PRJNA282071, H3K4me3 E14.5: PRJNA287208.

## Supplementary Material

Supplementary Data

## References

[1] QiaoY., YangX., JingN. Epigenetic regulation of early neural fate commitment. Cell Mol. Life Sci.2016; 73:1399–1411.2680122010.1007/s00018-015-2125-6PMC11108527

[2] ZahirF.R., BrownC.J. Epigenetic impacts on neurodevelopment: Pathophysiological mechanisms and genetic modes of action. Pediatr. Res.2011; 69:92R–100R.10.1203/PDR.0b013e318213565e21293311

[3] KubotaT., MiyakeK., HariyaN., MochizukiK. Understanding the epigenetics of neurodevelopmental disorders and DOHaD. J. Dev. Orig. Health Dis.2015; 6:96–104.2570830410.1017/S2040174415000057

[4] BritanovaO., de Juan RomeroC., CheungA., KwanK.Y., SchwarkM., GyorgyA., VogelT., AkopovS., MitkovskiM., AgostonD. Satb2 is a postmitotic determinant for upper-layer neuron specification in the neocortex. Neuron. 2008; 57:378–392.1825503110.1016/j.neuron.2007.12.028

[5] BüttnerN., JohnsenS.A., KüglerS., VogelT. Af9/Mllt3 interferes with Tbr1 expression through epigenetic modification of histone H3K79 during development of the cerebral cortex. Proc. Natl. Acad. Sci. U.S.A.2010; 107:7042–7047.2034841610.1073/pnas.0912041107PMC2872432

[6] MartynogaB., DrechselD., GuillemotF. Molecular control of neurogenesis: A view from the mammalian cerebral cortex. Cold Spring Harb. Perspect. Biol.2012; 4:a008359.2302811710.1101/cshperspect.a008359PMC3475166

[7] ShibataM., GuldenF.O., SestanN. From trans to cis: transcriptional regulatory networks in neocortical development. Trends Genet.2015; 31:77–87.2562427410.1016/j.tig.2014.12.004PMC4382006

[8] RakicP., AyoubA.E., BreunigJ.J., DominguezM.H. Decision by division: making cortical maps. Trends Neurosci.2009; 32:291–301.1938016710.1016/j.tins.2009.01.007PMC3601545

[9] HochR.V., RubensteinJ.L.R., PleasureS. Genes and signaling events that establish regional patterning of the mammalian forebrain. Semin. Cell Dev Biol.2009; 20:378–386.1956004210.1016/j.semcdb.2009.02.005

[10] ChenC., LeeG.A., PourmoradyA., SockE., DonoghueM.J. Orchestration of neuronal differentiation and progenitor pool expansion in the developing cortex by SoxC genes. J. Neurosci.2015; 35:10629–10642.2620315510.1523/JNEUROSCI.1663-15.2015PMC4510297

[11] HuttonS.R., PevnyL.H. SOX2 expression levels distinguish between neural progenitor populations of the developing dorsal telencephalon. Dev. Biol.2011; 352:40–47.2125683710.1016/j.ydbio.2011.01.015

[12] KwanK.Y., LamM.M.S., KrsnikŽ., KawasawaY.I., LefebvreV., ŠestanN. SOX5 postmitotically regulates migration, postmigratory differentiation, and projections of subplate and deep-layer neocortical neurons. Proc. Natl. Acad. Sci. U.S.A.2008; 105:16021–16026.1884068510.1073/pnas.0806791105PMC2572944

[13] DominguezM.H., AyoubA.E., RakicP. POU-III transcription factors (Brn1, Brn2, and Oct6) influence neurogenesis, molecular identity, and migratory destination of upper-layer cells of the cerebral cortex. Cereb. Cortex N. Y.2013; 23:2632–2643.10.1093/cercor/bhs252PMC379274122892427

[14] FrantzG.D., McConnellS.K. Restriction of late cerebral cortical progenitors to an upper-layer fate. Neuron. 1996; 17:55–61.875547810.1016/s0896-6273(00)80280-9

[15] DesaiA.R., McConnellS.K. Progressive restriction in fate potential by neural progenitors during cerebral cortical development. Dev. Camb. Engl.2000; 127:2863–2872.10.1242/dev.127.13.286310851131

[16] Woo ParkJ., KimK.-B., KimJ.-Y., ChaeY.-C., JeongO.-S., SeoS.-B. RE-IIBP Methylates H3K79 and Induces MEIS1-mediated Apoptosis via H2BK120 Ubiquitination by RNF20. Sci. Rep.2015; 5:12485.2620675510.1038/srep12485PMC4513340

[17] VlamingH., van LeeuwenF. The upstreams and downstreams of H3K79 methylation by DOT1L. Chromosoma. 2016; 125:593–605.2672862010.1007/s00412-015-0570-5

[18] JonesB., SuH., BhatA., LeiH., BajkoJ., HeviS., BaltusG.A., KadamS., ZhaiH., ValdezR. The histone H3K79 methyltransferase Dot1L is essential for mammalian development and heterochromatin structure. PLoS Genet.2008; 4:e1000190.1878770110.1371/journal.pgen.1000190PMC2527135

[19] FengY., YangY., OrtegaM.M., CopelandJ.N., ZhangM., JacobJ.B., FieldsT.A., VivianJ.L., FieldsP.E. Early mammalian erythropoiesis requires the Dot1L methyltransferase. Blood. 2010; 116:4483–4491.2079823410.1182/blood-2010-03-276501PMC3321834

[20] NguyenA.T., XiaoB., NepplR.L., KallinE.M., LiJ., ChenT., WangD.-Z., XiaoX., ZhangY. DOT1L regulates dystrophin expression and is critical for cardiac function. Genes Dev.2011; 25:263–274.2128907010.1101/gad.2018511PMC3034901

[21] CattaneoP., KunderfrancoP., GrecoC., GuffantiA., StirparoG.G., RusconiF., RizziR., Di PasqualeE., LocatelliS.L., LatronicoM.V.G. DOT1L-mediated H3K79me2 modification critically regulates gene expression during cardiomyocyte differentiation. Cell Death Differ.2016; 23:555–564.2552609210.1038/cdd.2014.199PMC4986629

[22] RoidlD., HellbachN., BovioP.P., VillarrealA., HeidrichS., NestelS., GrüningB.A., BoenischU., VogelT. DOT1L activity promotes proliferation and protects cortical neural stem cells from activation of ATF4-DDIT3-Mediated ER stress in vitro. Stem Cells Dayt Ohio. 2016; 34:233–245.10.1002/stem.218726299268

[23] HébertJ.M., McConnellS.K. Targeting of cre to the Foxg1 (BF-1) locus mediates loxP recombination in the telencephalon and other developing head structures. Dev. Biol.2000; 222:296–306.1083711910.1006/dbio.2000.9732

[24] GorskiJ.A., TalleyT., QiuM., PuellesL., RubensteinJ.L.R., JonesK.R. Cortical excitatory neurons and glia, but not GABAergic neurons, are produced in the Emx1-expressing lineage. J. Neurosci. Off. J. Soc. Neurosci.2002; 22:6309–6314.10.1523/JNEUROSCI.22-15-06309.2002PMC675818112151506

[25] LagaceD.C., WhitmanM.C., NoonanM.A., AblesJ.L., DeCarolisN.A., ArguelloA.A., DonovanM.H., FischerS.J., FarnbauchL.A., BeechR.D. Dynamic contribution of Nestin-Expressing stem cells to adult neurogenesis. J. Neurosci.2007; 27:12623–12629.1800384110.1523/JNEUROSCI.3812-07.2007PMC3718551

[26] HellbachN., WeiseS.C., VezzaliR., WahaneS.D., HeidrichS., RoidlD., PruszakJ., EsserJ.S., VogelT. Neural deletion of Tgfbr2 impairs angiogenesis through an altered secretome. Hum. Mol. Genet.2014; 23:6177–6190.2499015110.1093/hmg/ddu338PMC4222361

[27] VezzaliR., WeiseS.C., HellbachN., MachadoV., HeidrichS., VogelT. The FOXG1/FOXO/SMAD network balances proliferation and differentiation of cortical progenitors and activates Kcnh3 expression in mature neurons. Oncotarget. 2016; 7:37436–37455.2722492310.18632/oncotarget.9545PMC5122323

[28] ArtegianiB., LangeC., CalegariF. Expansion of embryonic and adult neural stem cells by in utero electroporation or viral stereotaxic injection. J. Vis. Exp. JoVE. 2012; 68:e4093.10.3791/4093PMC349032223070124

[29] AfganE., BakerD., van den BeekM., BlankenbergD., BouvierD., ČechM., ChiltonJ., ClementsD., CoraorN., EberhardC. The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. Nucleic Acids Res. 2016; 44:W3–W10.2713788910.1093/nar/gkw343PMC4987906

[30] KruegerF.Trim Galore Babraham Bioinformatics. http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/.

[31] KimD., PerteaG., TrapnellC., PimentelH., KelleyR., SalzbergS.L. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.2013; 14:R36.2361840810.1186/gb-2013-14-4-r36PMC4053844

[32] YatesA., AkanniW., AmodeM.R., BarrellD., BillisK., Carvalho-SilvaD., CumminsC., ClaphamP., FitzgeraldS., GilL. Ensembl 2016. Nucleic Acids Res.2016; 44:D710–D716.2668771910.1093/nar/gkv1157PMC4702834

[33] AndersS., PylP.T., HuberW. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015; 31:166–169.2526070010.1093/bioinformatics/btu638PMC4287950

[34] LoveM.I., HuberW., AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.2014; 15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[35] LangmeadB., SalzbergS.L. Fast gapped-read alignment with Bowtie 2. Nat. Methods. 2012; 9:357–359.2238828610.1038/nmeth.1923PMC3322381

[36] ZhangY., LiuT., MeyerC.A., EeckhouteJ., JohnsonD.S., BernsteinB.E., NusbaumC., MyersR.M., BrownM., LiW. Model-based Analysis of ChIP-Seq (MACS). Genome Biol.2008; 9:R137.1879898210.1186/gb-2008-9-9-r137PMC2592715

[37] Ross-InnesC.S., StarkR., TeschendorffA.E., HolmesK.A., AliH.R., DunningM.J., BrownG.D., GojisO., EllisI.O., GreenA.R. Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature. 2012; 481:389–393.2221793710.1038/nature10730PMC3272464

[38] RamírezF., RyanD.P., GrüningB., BhardwajV., KilpertF., RichterA.S., HeyneS., DündarF., MankeT. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res.2016; 44:W160–W165.2707997510.1093/nar/gkw257PMC4987876

[39] EaglesonK.L., Schlueter McFadyen-KetchumL.J., AhrensE.T., MillsP.H., DoesM.D., NickolsJ., LevittP. Disruption of Foxg1 expression by knock-in of cre recombinase: effects on the development of the mouse telencephalon. Neuroscience. 2007; 148:385–399.1764082010.1016/j.neuroscience.2007.06.012PMC2194757

[40] KawaguchiD., SaharaS., ZembrzyckiA., O’LearyD.D.M. Generation and analysis of an improved Foxg1-IRES-Cre driver mouse line. Dev. Biol.2016; 412:139–147.2689659010.1016/j.ydbio.2016.02.011PMC5895454

[41] MolyneauxB.J., ArlottaP., MenezesJ.R.L., MacklisJ.D. Neuronal subtype specification in the cerebral cortex. Nat. Rev. Neurosci.2007; 8:427–437.1751419610.1038/nrn2151

[42] SessaA., MaoC., HadjantonakisA.-K., KleinW.H., BroccoliV. Tbr2 directs conversion of radial glia into basal precursors and guides neuronal amplification by indirect neurogenesis in the developing neocortex. Neuron. 2008; 60:56–69.1894058810.1016/j.neuron.2008.09.028PMC2887762

[43] SarnatH.B., Flores-SarnatL. Role of Cajal-Retzius and subplate neurons in cerebral cortical development. Semin. Pediatr. Neurol.2002; 9:302–308.1252355410.1053/spen.2002.32506

[44] BernsteinB.E., KamalM., Lindblad-TohK., BekiranovS., BaileyD.K., HuebertD.J., McMahonS., KarlssonE.K., KulbokasE.J., GingerasT.R. Genomic maps and comparative analysis of histone modifications in human and mouse. Cell. 2005; 120:169–181.1568032410.1016/j.cell.2005.01.001

[45] ZhouQ., AndersonD.J. The bHLH transcription factors OLIG2 and OLIG1 couple neuronal and glial subtype specification. Cell. 2002; 109:61–73.1195544710.1016/s0092-8674(02)00677-3

[46] AlaoJ.P., GambleS.C., StavropoulouA.V., PomeranzK.M., LamE.W.-F., CoombesR.C., VigushinD.M. The cyclin D1 proto-oncogene is sequestered in the cytoplasm of mammalian cancer cell lines. Mol. Cancer. 2006; 5:7.1650397010.1186/1476-4598-5-7PMC1388232

[47] TadeuA.M.B., RibeiroS., JohnstonJ., GoldbergI., GerloffD., EarnshawW.C. CENP-V is required for centromere organization, chromosome alignment and cytokinesis. EMBO J.2008; 27:2510–2522.1877288510.1038/emboj.2008.175PMC2532784

[48] DelaunayD., CortayV., PattiD., KnoblauchK., DehayC. Mitotic spindle asymmetry: a Wnt/PCP-regulated mechanism generating asymmetrical division in cortical precursors. Cell Rep.2014; 6:400–414.2441236910.1016/j.celrep.2013.12.026

[49] GarcezP.P., Diaz-AlonsoJ., Crespo-EnriquezI., CastroD., BellD., GuillemotF. Cenpj/CPAP regulates progenitor divisions and neuronal migration in the cerebral cortex downstream of Ascl1. Nat. Commun.2015; 6:6474.2575365110.1038/ncomms7474PMC4366522

[50] BibelM., RichterJ., SchrenkK., TuckerK.L., StaigerV., KorteM., GoetzM., BardeY.-A. Differentiation of mouse embryonic stem cells into a defined neuronal lineage. Nat. Neurosci.2004; 7:1003–1009.1533209010.1038/nn1301

[51] HirabayashiY., GotohY. Epigenetic control of neural precursor cell fate during development. Nat. Rev. Neurosci.2010; 11:377–388.2048536310.1038/nrn2810

[52] AlbertM., KalebicN., FlorioM., LakshmanaperumalN., HaffnerC., BrandlH., HenryI., HuttnerW.B. Epigenome profiling and editing of neocortical progenitor cells during development. EMBO J.2017; 36:2642–2658.2876516310.15252/embj.201796764PMC5579386

[53] ZhangW., XiaX., JalalD.I., KuncewiczT., XuW., LesageG.D., KoneB.C. Aldosterone-sensitive repression of ENaCalpha transcription by a histone H3 lysine-79 methyltransferase. Am. J. Physiol. Cell Physiol.2006; 290:C936–C946.1623682010.1152/ajpcell.00431.2005PMC3009459

[54] ReisenauerM.R., WangS.W., XiaY., ZhangW. Dot1a contains three nuclear localization signals and regulates the epithelial Na+ channel (ENaC) at multiple levels. Am. J. Physiol. Renal Physiol.2010; 299:F63–F76.2042747310.1152/ajprenal.00105.2010PMC2904171

[55] LeeJ.-S., ShuklaA., SchneiderJ., SwansonS.K., WashburnM.P., FlorensL., BhaumikS.R., ShilatifardA. Histone crosstalk between H2B monoubiquitination and H3 methylation mediated by COMPASS. Cell. 2007; 131:1084–1096.1808309910.1016/j.cell.2007.09.046

[56] BarskiA., CuddapahS., CuiK., RohT.-Y., SchonesD.E., WangZ., WeiG., ChepelevI., ZhaoK. High-resolution profiling of histone methylations in the human genome. Cell. 2007; 129:823–837.1751241410.1016/j.cell.2007.05.009

[57] ErnstJ., KheradpourP., MikkelsenT.S., ShoreshN., WardL.D., EpsteinC.B., ZhangX., WangL., IssnerR., CoyneM. Mapping and analysis of chromatin state dynamics in nine human cell types. Nature. 2011; 473:43–49.2144190710.1038/nature09906PMC3088773

[58] BlackJ.C., Van RechemC., WhetstineJ.R. Histone lysine methylation dynamics: establishment, regulation, and biological impact. Mol. Cell. 2012; 48:491–507.2320012310.1016/j.molcel.2012.11.006PMC3861058

[59] OnderT.T., KaraN., CherryA., SinhaA.U., ZhuN., BerntK.M., CahanP., MarcarciB.O., UnternaehrerJ., GuptaP.B. Chromatin-modifying enzymes as modulators of reprogramming. Nature. 2012; 483:598–602.2238881310.1038/nature10953PMC3501145

[60] JacksonS.A., OlufsZ.P.G., TranK.A., ZaidanN.Z., SridharanR. Alternative routes to induced pluripotent stem cells revealed by reprogramming of the neural lineage. Stem Cell Rep.2016; 6:302–311.10.1016/j.stemcr.2016.01.009PMC478878126905202

[61] KimW., KimR., ParkG., ParkJ.-W., KimJ.-E. Deficiency of H3K79 histone methyltransferase Dot1-like protein (DOT1L) inhibits cell proliferation. J. Biol. Chem.2012; 287:5588–5599.2219068310.1074/jbc.M111.328138PMC3285333

[62] BondJ., RobertsE., SpringellK., LizarragaS.B., LizarragaS., ScottS., HigginsJ., HampshireD.J., MorrisonE.E., LealG.F. A centrosomal mechanism involving CDK5RAP2 and CENPJ controls brain size. Nat. Genet.2005; 37:353–355.1579358610.1038/ng1539

[63] OogaM., InoueA., KageyamaS., AkiyamaT., NagataM., AokiF. Changes in H3K79 methylation during preimplantation development in mice. Biol. Reprod.2008; 78:413–424.1800394810.1095/biolreprod.107.063453

[64] SchulzeJ.M., JacksonJ., NakanishiS., GardnerJ.M., HentrichT., HaugJ., JohnstonM., JaspersenS.L., KoborM.S., ShilatifardA. Linking cell cycle to histone modifications: SBF and H2B monoubiquitination machinery and cell-cycle regulation of H3K79 dimethylation. Mol. Cell. 2009; 35:626–641.1968293410.1016/j.molcel.2009.07.017PMC3222332

[65] KimW., ChoiM., KimJ.-E. The histone methyltransferase Dot1/DOT1L as a critical regulator of the cell cycle. Cell Cycle. 2014; 13:726–738.2452611510.4161/cc.28104PMC3979909

# Supplementary material for: DOT1L promotes progenitor proliferation and primes neuronal layer identity in the developing cerebral cortex
**Source:** Nucleic Acids Res. 2018 Oct 17;47(1):168–83. doi: 10.1093/nar/gky953
**Supplement:** Supplementary Data

A

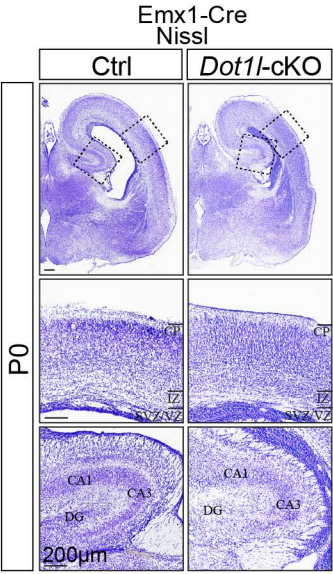

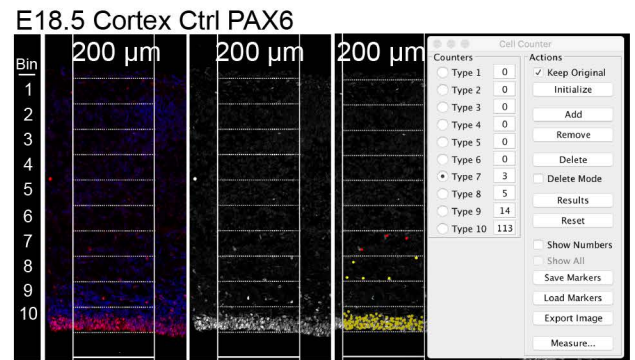

A

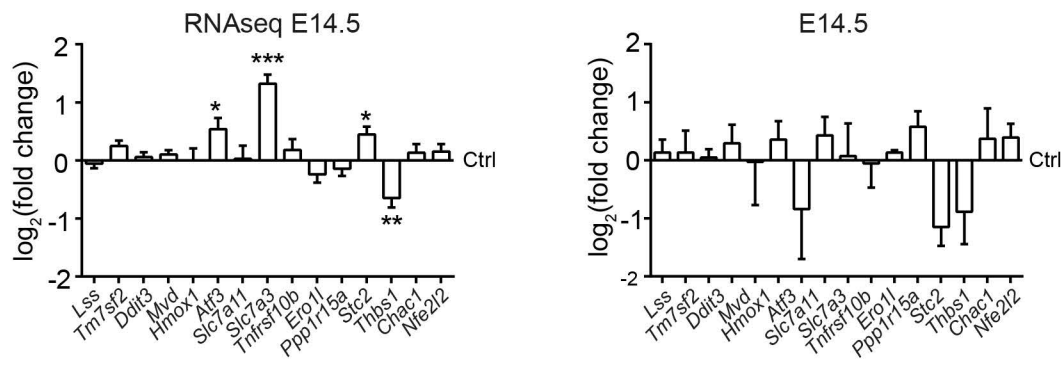

B

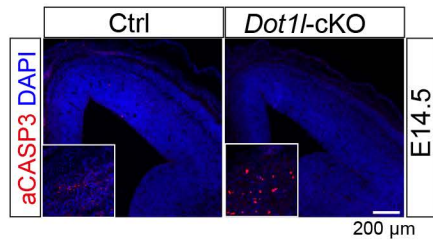

C

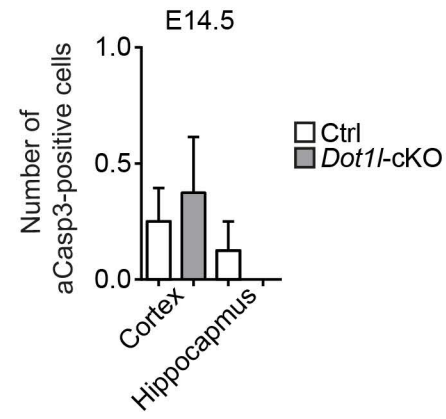

D

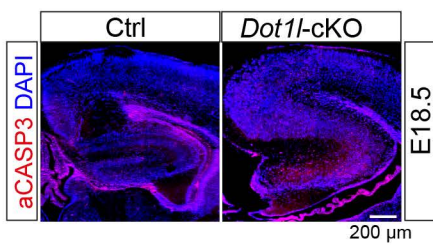

E

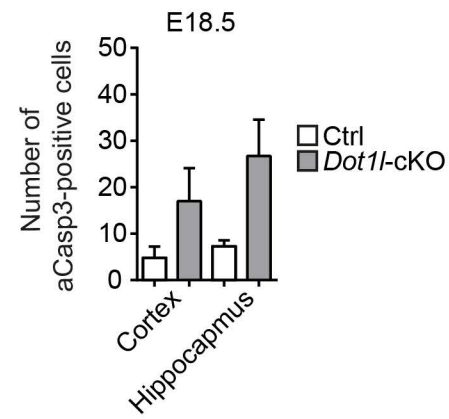

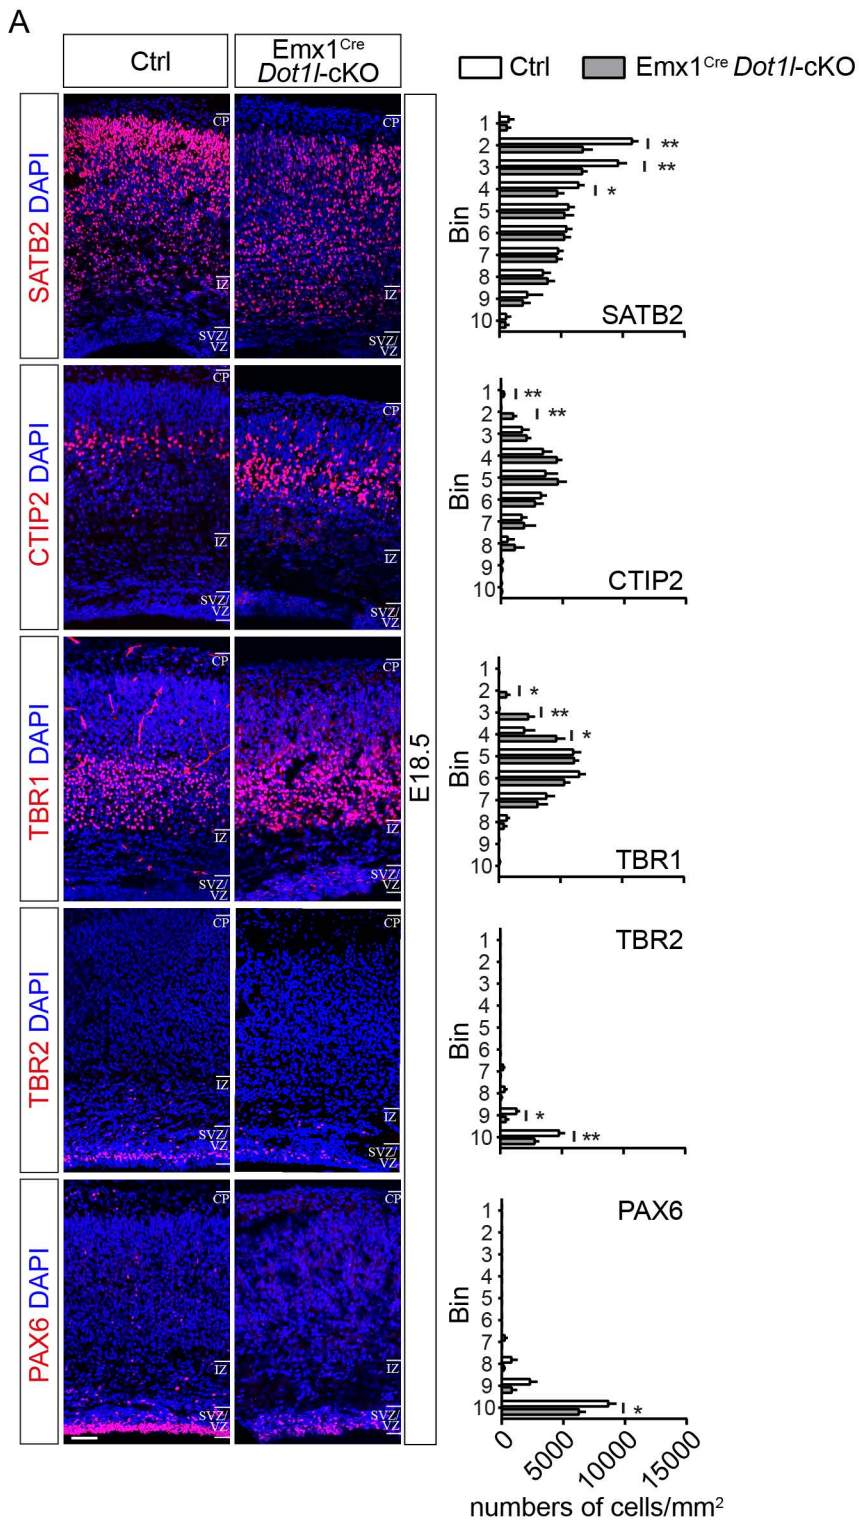**B**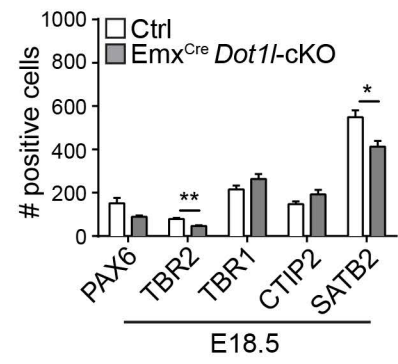

A

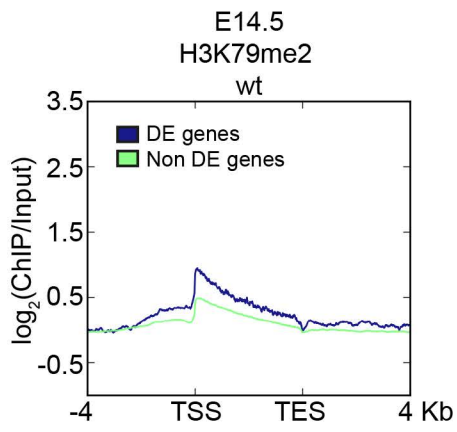

B

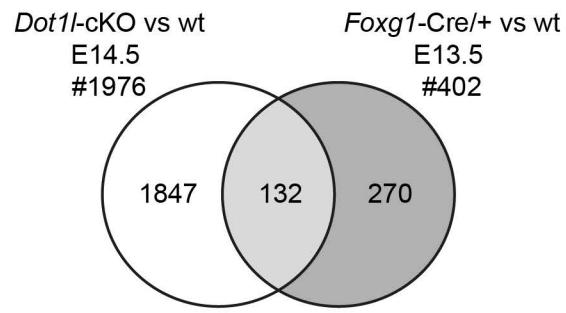

C

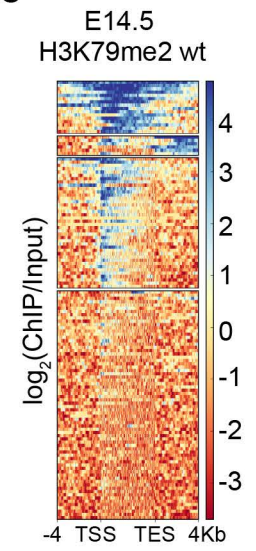

A

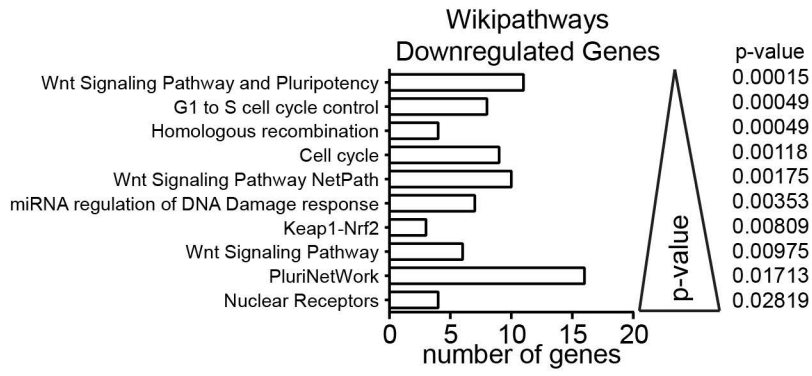

B

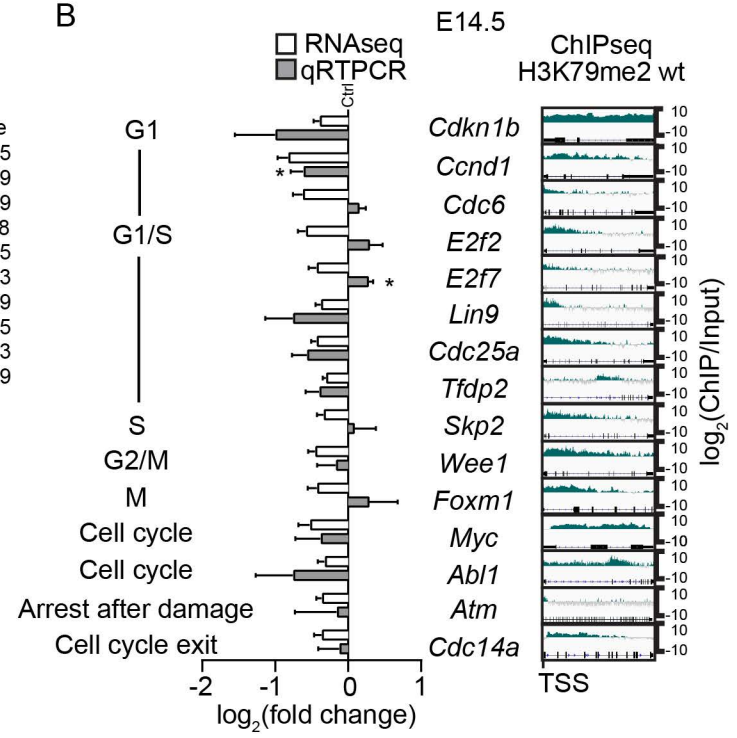

C

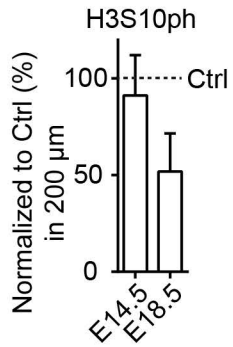

D

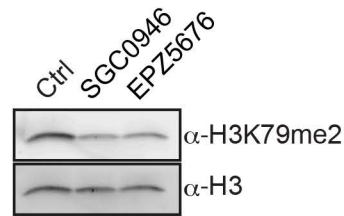

E

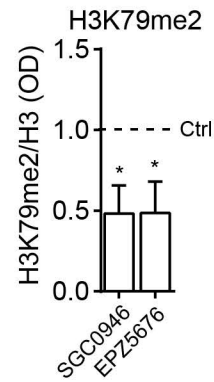

A

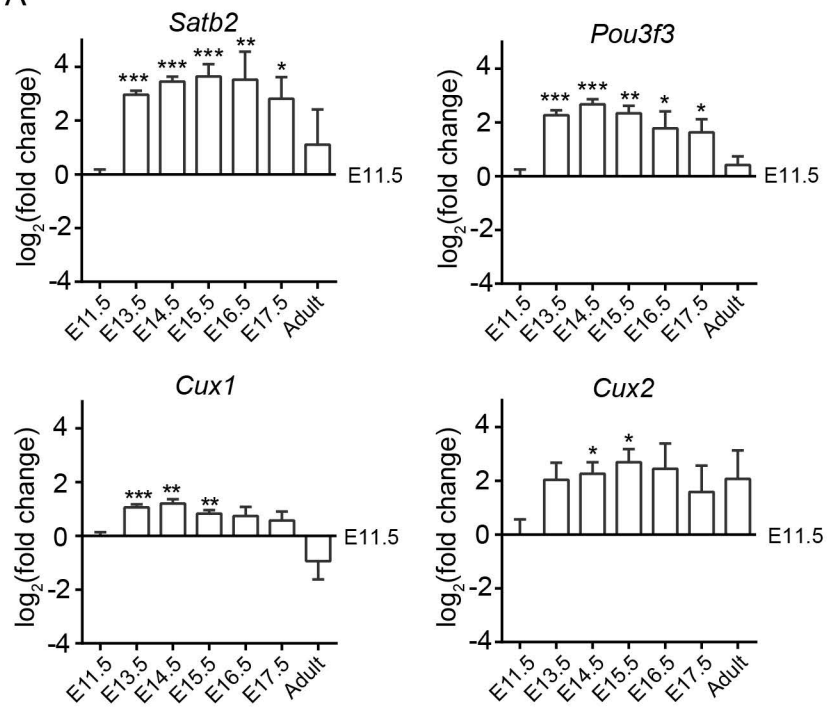

A

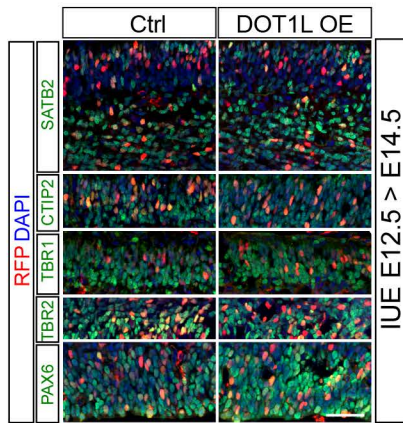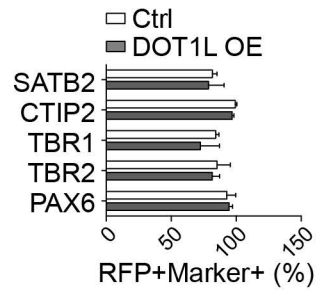

B

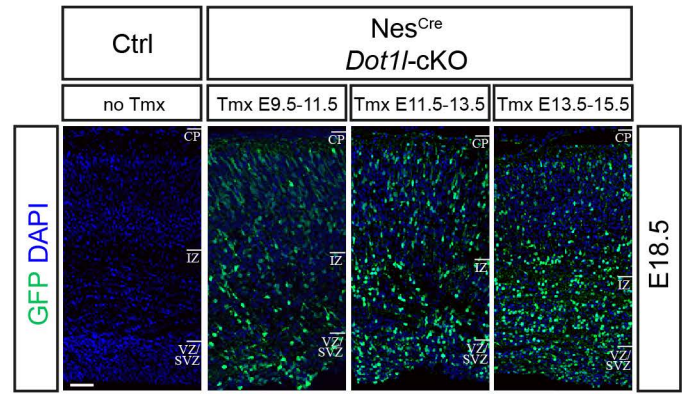

C

E18.5

	FoxG1 ^{Cre}<br><i>Dot1l</i> -cKO	Emx ^{Cre}<br><i>Dot1l</i> -cKO	Nes ^{Cre}<br><i>Dot1l</i> -cKO<br>E9.5-E11.5	Nes ^{Cre}<br><i>Dot1l</i> -cKO<br>E11.5-E13.5	Nes ^{Cre}<br><i>Dot1l</i> -cKO<br>E13.5-E15.5
PAX6	genesis down	genesis	genesis	n.c.	genesis down
TBR2	n.a.	genesis down	genesis down	genesis	genesis down
TBR1	distribution	distribution	distribution	distribution<br>genesis up	genesis down
CTIP2	distribution	distribution	n.c.	distribution<br>genesis up	distribution
SATB2	genesis down	genesis down	genesis down	distribution<br>genesis up	distribution

Supplemental Table S1

Target	Purpose	forward	reverse
Abl1	qRT-PCR	CTGGAAAAGTTCTTGGGGACCA	GGCTCAAAGTCAGATGCCACT
Adcy1	qRT-PCR	CCCAGCCTAAGACGGATCAC	GGGTACAGTCATTGGACCAT
Ankrd6	qRT-PCR	CTGAGACTGGACGGAAGGTT	CCGTGGGAAAGTCCATAGGC
Arx	qRT-PCR	TCCAACCTCCAGGAGAGAG	CAGCTCAGCCTCGAACGG
Atf3	qRT-PCR	CCCCTGGAGATGTCAGTCAC	TTCTGCAGGCACTCTGTCTT
Atm	qRT-PCR	AGGAACCAGTTACCATGAATCG	TCTTCAACTTCTTTACCCCTGA
Cend1	qRT-PCR	GAGATTGTGCCATCCATGCG	GGAAGACCTCCTCTTCGCAC
Cdc14a	qRT-PCR	TACACCTCTTTGACCAGCG	GTCAAGGACGGTGAGGTTGT
Cdc25a	qRT-PCR	CAAACCTTGCCGATCGTTGC	AGGGATAGAGACTGGGATGGA
Cdc6	qRT-PCR	CACTCCGTGTGTGGACGTAA	AACAGGGAGATAACCGGGGA
Cdkn1b	qRT-PCR	TTCGACGCCAGACGTAAACA	GGCAGATGGTTTAAGAGTGCCT
Cenpj	qRT-PCR	GTGACAGTGTTCGATCTCAGGT	ATTTCGAGCCAGCTCTCTTGC
Cenpv	qRT-PCR	AGCTGCTGTGGACACCTTT	ACCCCTCAGGAGTTTGAACCG
Chac1	qRT-PCR	CTATAGCCGACGGTTCTGGC	TTGGTATGCCACACCCCAAG
Crym	qRT-PCR	TGCAAGGAGATGTTCCGGTC	CATCCAGTTCTCGCCAGTCA
Cux1	qRT-PCR	GCCTCTCACTCCGTCTCAAT	TGTTCCGCTCTCATCTTGCCT
Cux2	qRT-PCR	CGGACATCCATCTCTTAGCCC	CTGAACACCGCCGTACTCC
Cyp39a1	qRT-PCR	GGCTTTGAGTATGGCTCCCA	CAGCCCAAAGTACGACCAGT
Ddit3	qRT-PCR	CAGAGCCAGAATAACAGCCG	TGGACCAGGTTCTGCTTTCA
Dkk3	qRT-PCR	CACAATGAGACCAGCACGGA	CACCTGTCCACTCTGGTTGT
Dkk3	qRT-PCR	CACAATGAGACCAGCACGGA	CACCTGTCCACTCTGGTTGT
Dot1l	qRT-PCR	TGAGGCTCAAGTCGCCTGT	GCATCATGGTGTCTGTCTGTA
E2f2	qRT-PCR	AAATTGTGCGATGTGCACCC	CGGAATTCAGGGACCGTAGG
E2f7	qRT-PCR	GCAGCGACAATGGAGGTGAA	GGCTCGTTCTTCATCGGTGT
Ero1l	qRT-PCR	TCTCTGAGTGAGGAGACCCA	GTAGCGCTCAGGGTTAAGGA
Foxm1	qRT-PCR	CAGACGCGGCCTGTGAG	TGGTTCTCATCGTGAGGCTG
Fzd2	qRT-PCR	CCTCAAGGTGCCGTCTATC	CAACACCGACCATGTGAGGA
Fzd3	qRT-PCR	CGGCATCTGGGAGACAACAT	CTGCCGGCTCTCATTCACTA
Gfra2	qRT-PCR	TGTACCGGCAGCTAGTGAAC	AGGAGATAGGGTCTGCGAGG
Hmox1	qRT-PCR	AGAACCAGCCTGAACCTAGCC	CAGCATTCTCGGCTTGGATG
Igf2bp1	qRT-PCR	CGTCACCTACTCTAACC GGG	AGGACCTTGCGTTATCTGCT
Lhx2	qRT-PCR	CGCTGGGTCTTCCCTACTAC	ATCCAGGTGTTACGATCGT
Lhx5	qRT-PCR	TGAGGGTCATTACAGGTGTGG	ATCTCAGACTCGTCCAAGCG
Lin9	qRT-PCR	TGACGAGAGCTCTTCAGCAAA	TGCCTTTCCAAACAGGAGTTTTT
Lss	qRT-PCR	AGGGCACGTGTCTGCG	GTCCTGCAGGTAGGTCCAC
Mvd	qRT-PCR	GTAATCGGTGCTGGGCTCT	TTGCTGATGACGGCTGTTGT
Myc	qRT-PCR	CGCGATCAGCTCTCTGAAA	CCAGATATCCTCACTGGCG
Myc	qRT-PCR	CGCGATCAGCTCTCTGAAA	CCAGATATCCTCACTGGCG
Nfe2l2	qRT-PCR	GCCCTCAGCATGATGGACTT	TCTATGTCTTGCTCCAAAGGA
Nfib	qRT-PCR	CCCGTCCTGATTGATCGCAT	AATTGCACGGACGTGAGGAA
Nlk	qRT-PCR	GGGGTCCTCATAAACAGCCA	GGCTCAAAGTCACTGGTGTAGA
Otx1	qRT-PCR	TAGATGGTGAAAAGCCGCGA	ACATCATGCTAACAGCCGGG
Pou3f3	qRT-PCR	GAAGGGTAGGTACGTCCAGC	GGCGGAATCTTTAGGCATGG
Ppp1r15a	qRT-PCR	CCTCTAAAAGCTCGGAAGGTACA	GATCTCGTGCAAACTGCTCC
Ppp1r1b	qRT-PCR	CTCCGCGCAGCACGC	GAAAAGCATGGCAGGGGTTG
Prkce	qRT-PCR	ACTTTGACTGTGGGACCTGC	GGTGGGTACATGGTTGGCTT
Reln	qRT-PCR	TGGCAACCCATCCTTCCACCTCT	CACGAGCTGCCAGGAATCGGAC
Satb2	qRT-PCR	TGACCCAGGACCTTAAACGC	TGGAGACAAAGTTCCACCG
Skp2	qRT-PCR	CTCCAACACCTCTCGCTCAG	ATGGTGGTGAAATAGGCGCA
Slc7a11	qRT-PCR	TTTACCACCATCAGTGC GGA	GAACACACCACCGTTTCATGG
Slc7a3	qRT-PCR	GGCGCATCTCCCAATTTT CAG	CGATCCACCTGAGCCTTCTT
Slit1	qRT-PCR	TGCCCATTTCCTCCTCACA	TACCTAGATGTCCCAGCGA
Sox1	qRT-PCR	GGGCTACGGCGGCATC	AGGGCCCCGACGAC
Sox10	qRT-PCR	AGATCCAGTTCCGTGTCAATAA	GCGAGAGAAGGCTAGGTG
Sox11	qRT-PCR	CAAAAAGCCCAAGACGGACC	TTGAGCTTGCGCACTTCTT
Sox2	qRT-PCR	GATCAGCATGTACCTCCCCG	TCCTCTTTTGCACCCCTCC
Sox4	qRT-PCR	AGAAGGTGAAGTCGGGCAAC	CTGGAGAGAACGATGCAGCC
Sox5	qRT-PCR	CTGACGCAAGAGACTTGTGGT	TTCCGCCTTCTGAGGTGAGG
Sox6	qRT-PCR	TACAGTTCAGCTCTATGCCG	TGCTGCTTTGTTTGGCAGG

Sox8	qRT-PCR	TACCCGCATCTCCATAACGC	CGGCCAGTCTTCACACTCTT
Stc2	qRT-PCR	AACGTCGGTGTGATTGTGGA	TGACTGCCTCCTTCACATCT
Syt9	qRT-PCR	CACGACAGCTGCCAAGATTTC	CAGACCACAGGCAGTAACCA
Tbr1	qRT-PCR	CCGAGTCCAGACGTTCACTT	CAGCCCGTGTAGATCGTGT
Tcf4	qRT-PCR	GCCATTTCGCTGTTGGTGATG	AGAAGCCGCGCGACTATTTC
Tcf7l1	qRT-PCR	AGAAGCCGCGCGACTATTTC	AGGAGGGGCCATTTCATCTG
Tcf7l2	qRT-PCR	GGCAAGATGGAGGGCTCTTA	GCACCACCGGTACTTTGTTC
Tfdp2	qRT-PCR	ACCGAAAACCTTAGGGCCAA	AGTCTGAGTGACCATTGCGG
Thbs1	qRT-PCR	CAACGCCACAGTTCTTGATG	GAACGACCACGTTGCTGAAT
Tm7sf2	qRT-PCR	CTCGCTCGGTTCCCTTGA	GCCATTGACCAGCCACATAG
Tnfrsf10b	qRT-PCR	TACACCAGCCATTCCAACCA	CCTGGTTTGCATCGACACAC
Tox4	qRT-PCR	CTTGAGGAAGTGACGCGCT	GACAGCCAGTGAGGGATCAG
Vangl2	qRT-PCR	GAAACAGGCGAGTGGTCTGG	TTTGCTGGACAAGTGGGCTT
Wdhd1	qRT-PCR	GGTGTGAGCAATAAGGGCA	ACTGGAAGGGCTTTTGTCTG
Wee1	qRT-PCR	CCCACGTCGTTCCGCTATTTC	CCGGCCAACTTGCAAAAGG
Wnt7a	qRT-PCR	GATCAAGCAGAATGCCCGGA	GCCTAGCTCTCGGAACTGTG
Adcy1_Promotor	ChIP-qPCR	CGGGGCCCTCTAGTAGGAAGA	CTGAGATCGCTCCCCTGTTC
Crym_Promotor	ChIP-qPCR	AGTGACGCCTAACCTTGACC	GACACCTTACCACCTCTGGGG
Cux1_Promotor	ChIP-qPCR	CTGAGCGCTCGTTCCCTAAGT	ATCCTGAAACGCGTGCTTTG
Cux2_Promotor	ChIP-qPCR	GCTAGGCAGGGTGTCTATGTT	CCGCCCTGGGTTAAAGATCA
Dkk3_Promotor	ChIP-qPCR	CAAGCTGGATCTGGTCACGA	CTGGATACAGGCGCTTTTGC
Pou3f3_Promotor	ChIP-qPCR	AGACAACCTGCCGGGAAAAA	TCACAGTCTGGTGCGACATC
Satb2_Promotor	ChIP-qPCR	TCCTTTTGGGTTGCTCCTCGG	CATTGCGGTGGACCAGTCT
Sena_Promotor	ChIP-qPCR	AGCCTTTTCCTTCCCTCAGC	CCAGACGCAACCAAAACAGG
Slit1_Promotor	ChIP-qPCR	GGCCAGAGTGAGAGAAACAC	CCCACATCCCCAACTCTGTC
Sox11_Promotor	ChIP-qPCR	CTCTGTCCATCACCTACGCC	AAATGACCCAGAAGGTGCGT
Sox4_Promotor	ChIP-qPCR	AGCTTAGAGCAGACCCCAAT	AGGAAGCGTTAGTTACAGCGG
Sox5_Promotor	ChIP-qPCR	TACACTTCCAGCAGCGGTCT	GCGCCTGGAGGTTGTCTAA
Syt9_Promotor	ChIP-qPCR	CTTGGCTCTAAACCCCGCAT	TCCAAAGCACGTTCTCGGTT
Tbr1_Promotor	ChIP-qPCR	TCAGCGCGACAGCTTATGAT	AGTTAACCCACCCAGCAACC
Cre	Genotyping	ATGCTTCTGTCCGTTTGCCG	CCTGTTTGCACGTTACCG
Dot1l_cKO	Genotyping	GCCTACAGCCTTCATCATTC	CCCATACAGTACTCACCGGAT
NesCre	Genotyping	GCGGTCTGGCAGTAAAACTATC	GTAGGTGGAATTTCTAGCATCATC
		CTAGGCCACAGAATTGAAAGATCT	GTGAAACAGCATTGCTGTCACTT
Dot1l_flox	Genotyping	GCCTACAGCCTTCATCATTC	GATAGTCTCAATAATCTCA
Dot1l	ISH-probe	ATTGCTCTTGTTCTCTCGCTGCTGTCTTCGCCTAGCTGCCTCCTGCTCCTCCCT<br>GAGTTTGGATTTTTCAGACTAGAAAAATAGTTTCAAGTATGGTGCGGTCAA<br>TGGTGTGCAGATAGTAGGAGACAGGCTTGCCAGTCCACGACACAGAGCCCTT<br>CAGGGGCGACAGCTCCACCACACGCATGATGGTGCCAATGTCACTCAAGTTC<br>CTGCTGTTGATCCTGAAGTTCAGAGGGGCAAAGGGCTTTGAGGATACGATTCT<br>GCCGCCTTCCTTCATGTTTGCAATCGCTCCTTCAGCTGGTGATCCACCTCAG<br>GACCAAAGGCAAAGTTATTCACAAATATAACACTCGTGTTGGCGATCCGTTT<br>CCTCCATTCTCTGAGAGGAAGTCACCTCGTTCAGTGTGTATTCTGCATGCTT<br>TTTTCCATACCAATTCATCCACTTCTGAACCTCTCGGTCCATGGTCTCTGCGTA<br>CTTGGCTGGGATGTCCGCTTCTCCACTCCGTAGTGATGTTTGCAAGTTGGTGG	

Lhx2	ISH-probe	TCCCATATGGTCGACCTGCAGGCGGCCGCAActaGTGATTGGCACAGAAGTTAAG<br>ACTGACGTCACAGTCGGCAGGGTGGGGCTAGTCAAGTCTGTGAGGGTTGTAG<br>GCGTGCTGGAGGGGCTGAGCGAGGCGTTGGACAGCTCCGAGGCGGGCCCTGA<br>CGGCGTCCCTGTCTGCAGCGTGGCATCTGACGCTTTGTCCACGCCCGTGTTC<br>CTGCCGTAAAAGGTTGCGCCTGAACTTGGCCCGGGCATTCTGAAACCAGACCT<br>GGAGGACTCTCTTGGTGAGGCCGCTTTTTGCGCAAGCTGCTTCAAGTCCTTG<br>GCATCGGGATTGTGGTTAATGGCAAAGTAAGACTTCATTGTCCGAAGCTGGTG<br>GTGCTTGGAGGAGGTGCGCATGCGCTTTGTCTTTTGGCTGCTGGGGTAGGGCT<br>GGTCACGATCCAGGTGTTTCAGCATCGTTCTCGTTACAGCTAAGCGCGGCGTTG<br>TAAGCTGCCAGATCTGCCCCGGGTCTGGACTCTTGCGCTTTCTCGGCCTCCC<br>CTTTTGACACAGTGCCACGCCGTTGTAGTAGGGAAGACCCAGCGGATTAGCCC<br>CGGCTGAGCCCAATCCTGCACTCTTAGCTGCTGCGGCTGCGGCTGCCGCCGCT<br>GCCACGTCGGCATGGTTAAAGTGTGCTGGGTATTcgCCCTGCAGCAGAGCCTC<br>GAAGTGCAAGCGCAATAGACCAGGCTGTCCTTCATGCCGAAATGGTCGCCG<br>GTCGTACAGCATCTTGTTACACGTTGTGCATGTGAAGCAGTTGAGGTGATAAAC<br>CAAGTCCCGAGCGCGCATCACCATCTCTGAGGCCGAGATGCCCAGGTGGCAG<br>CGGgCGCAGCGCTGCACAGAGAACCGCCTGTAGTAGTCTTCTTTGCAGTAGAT<br>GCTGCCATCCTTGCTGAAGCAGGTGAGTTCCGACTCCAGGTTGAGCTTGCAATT<br>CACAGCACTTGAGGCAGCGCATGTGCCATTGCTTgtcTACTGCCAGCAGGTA
Reln	ISH-probe	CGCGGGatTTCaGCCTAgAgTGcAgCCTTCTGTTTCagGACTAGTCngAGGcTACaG<br>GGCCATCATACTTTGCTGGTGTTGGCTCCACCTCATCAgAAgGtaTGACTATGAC<br>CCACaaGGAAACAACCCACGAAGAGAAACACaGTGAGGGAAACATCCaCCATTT<br>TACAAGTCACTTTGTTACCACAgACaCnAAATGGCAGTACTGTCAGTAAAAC<br>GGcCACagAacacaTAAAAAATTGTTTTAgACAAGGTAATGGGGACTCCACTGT<br>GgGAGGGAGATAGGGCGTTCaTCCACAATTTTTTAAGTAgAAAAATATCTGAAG<br>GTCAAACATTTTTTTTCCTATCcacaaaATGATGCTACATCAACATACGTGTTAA<br>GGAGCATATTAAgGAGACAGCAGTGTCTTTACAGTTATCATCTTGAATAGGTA<br>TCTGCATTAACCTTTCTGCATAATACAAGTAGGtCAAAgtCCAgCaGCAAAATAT<br>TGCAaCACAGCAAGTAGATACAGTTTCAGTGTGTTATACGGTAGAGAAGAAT<br>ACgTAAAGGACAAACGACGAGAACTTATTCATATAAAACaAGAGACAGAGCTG<br>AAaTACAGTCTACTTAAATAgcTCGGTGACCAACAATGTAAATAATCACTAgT<br>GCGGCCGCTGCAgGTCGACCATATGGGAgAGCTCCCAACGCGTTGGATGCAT<br>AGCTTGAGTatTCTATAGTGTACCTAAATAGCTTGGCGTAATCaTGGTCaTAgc<br>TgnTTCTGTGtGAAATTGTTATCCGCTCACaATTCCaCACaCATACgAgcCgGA<br>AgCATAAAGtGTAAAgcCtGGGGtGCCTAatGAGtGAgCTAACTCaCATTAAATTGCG<br>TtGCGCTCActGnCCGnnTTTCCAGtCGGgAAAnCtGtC

Supplemental Table S2

**Antibody**	**Purpose**	**Company**	**Purchase number**	**Amount**
anti-H3	Immunoblot	Abcam, UK	ab12079	1/1000
anti-H3S10ph	Immunofluorescence	Upstate, USA	06 570	1/200
anti-Ki67	Immunofluorescence	Leica, Germany	NCL-ki67p	1/500
anti-TBR2	Immunofluorescence	Abcam, UK	ab23345	1/500
anti-active-CASP3	Immunofluorescence	Cell signaling, USA	9661	1/500
anti-BrdU	BrdU labeling	Abcam, UK	ab1893	1/100
anti-CTIP2	Immunofluorescence	Abcam, UK	ab18465	1/200
anti-GFP	Immunofluorescence	Abcam, UK	ab13970	1/1000
anti-H3K4me3	ChIP	Diagenode, Belgium	pAb-003-050	3µg/ChIP
anti-H3K79me2	Immunoblot, ChIP	Abcam, UK	ab3594	1/1000; 3µg/ChIP
anti-PAX6	Immunofluorescence	DSHB Hybridoma Bank, USA	AX6-s	1/50
anti-RFP	Immunofluorescence	Thermo Fisher Scientific, USA	MA5-15257	1/500
anti-SATB2	Immunofluorescence	Abcam, UK	ab51502	1/100
anti-SOX1	Immunofluorescence	Abcam, UK	ab87775	1/1000
anti-SOX11	Immunofluorescence	University Erlangen-Nürnberg	kind gifts of Dr. Elisabeth Sock	1/500
anti-SOX2	Immunofluorescence	Abcam, UK	ab97959	1/1000
anti-SOX4	Immunofluorescence	University Erlangen-Nürnberg	kind gifts of Dr. Elisabeth Sock	1/1000
anti-SOX5	Immunofluorescence	Abcam, UK	ab94396	1/500
anti-TBR1	Immunofluorescence	Abcam, UK	ab31940	1/200
anti-γ-TUBULIN	Immunofluorescence	GenTex, USA	GTX113286	1/500

Supplemental Table S3

Gene name	log2(fold change)<br>with p-value<0.05	Location	Author	Citation
Lhx5	0,660	L1	Miquelajàregui A et al	J Neurosci. 2010 Aug 4;30(31):10551-62. doi: 10.1523/JNEUROSCI.5563-09.2010.
Reln	0,958	L1	Sarnat HB et al	Semin Pediatr Neurol. 2002 Dec;9(4):302-8.
Btbd11	-0,621	UL	Bedogni F et al	PNAS July 20, 2010. 107 (29) 13129-13134
Tle1	-0,197	UL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Rgs8	-0,649	UL	Lein ES et al	Nature volume 445, pages 168–176 (11 January 2007)
Zfpn2	0,655	UL	Nielsen JV et al	Cereb Cortex. 2014 May;24(5):1216-29. doi: 10.1093/cercor/bhs400. Epub 2013 Jan 2.
Ntng2	0,458	UL	Bedogni F et al	PNAS July 20, 2010. 107 (29) 13129-13134
Satb2	-0,748	UL	Sessa A et al	Neuron. 2008 Oct 9;60(1):56-69. doi: 10.1016/j.neuron.2008.09.028.
Cux1	-0,356	UL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Cux2	-1,050	UL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Plxnd1	0,677	UL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Pou3f3	-0,675	UL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Cyp39a1	-0,575	UL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Gira2	0,983	UL	Allen Brain Atlas	Allen Brain Atlas
Lrrtm1	0,350	UL	Francks A et al	Mol Psychiatry. 2007 Jul 31. doi: 10.1038/sj.mp.4002053 23.
Gap43	0,406	LL	Jacobs KM et al	J Comp Neurol. 1993 Oct 1;336(1):151-60.
Prnp	0,490	LL	Allen Brain Atlas	Allen Brain Atlas
Snca	1,151	UL-LL	Allen Brain Atlas	Allen Brain Atlas
Sox5	-0,289	LL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Syt9	0,473	LL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Slit1	-0,633	LL	Whitford KL	Neuron, Volume 33, Issue 1, 3 January 2002, Pages 47-61
Crym	1,687	LL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Dkk3	0,847	LL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Npy	-0,827	LL	Perrenoud Q et al	Cereb Cortex. 2013 Feb;23(2):423-41. doi: 10.1093/cercor/bhs032. Epub 2012 Feb 22.
Adcy1	0,526	LL	Abdel-Majid RM et al	Nat Genet. 1998 Jul;19(3):289-91.
Mc4r	0,609	LL	Liu H et al	Journal of Neuroscience 6 August 2003, 23 (18) 7143-7154
Fosl2	0,378	LL	Allen Brain Atlas	Allen Brain Atlas
Ppp1r1b	0,629	LL	Bedogni F et al	PNAS July 20, 2010. 107 (29) 13129-13134
Nr4a3	0,585	LL	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Tbr1	(n.s.) 0,132	LL	Bedogni F et al	PNAS July 20, 2010. 107 (29) 13129-13134
Chst2	0,343	LL	Allen Brain Atlas	Allen Brain Atlas
Sstr2	0,304	SVZ	Allen Brain Atlas	Allen Brain Atlas
Nhlh1	0,462	SVZ/IZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Nfib	-0,430	SVZ	Plachez C et al	J Comp Neurol. 2012 Oct 1;520(14):3135-49. doi: 10.1002/cne.23081.
Sema6d	-0,407	SVZ/IZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Hopx	0,868	SVZ	Thomsen ER et al	Nat Methods. 2016 Jan;13(1):87-93. doi: 10.1038/nmeth.3629. Epub 2015 Nov 16.
Arx	-0,859	VZ	Colasante G et al	Cereb Cortex. 2015 Feb;25(2):322-35. doi: 10.1093/cercor/bht222. Epub 2013 Aug 22.
Hey1	-0,383	VZ/SVZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Prom1	-0,349	VZ/SVZ	Weimer JM et al	Development. 2009 Sep;136(17):2965-75. doi: 10.1242/dev.036616.
Mid1	-0,616	VZ/SVZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Fgfr1	-0,438	VZ/SVZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Lhx2	-1,176	VZ/SVZ	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Otx1	-1,103	VZ/SVZ	Molyneaux BJ et al	Nat Rev Neurosci. 2007 Jun;8(6):427-37.
Cst3	0,471	VZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Stxbp6	0,536	VZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Slc1a3	0,390	VZ/SVZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Ednrb	0,404	VZ/SVZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Wdhd1	-0,293	VZ/SVZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.
Igf2bp1	-1,269	VZ/SVZ	Ayoub AE et al	Proc Natl Acad Sci U S A. 2011 Sep 6;108(36):14950-5. doi: 10.1073/pnas.1112213108. Epub 2011 Aug 22.

L1 layer 1
UL upper layer neurons
LL lower layer neurons
IZ intermediate zone
SVZ subventricular zone
VZ ventricular zone
 n.s. not significant

FIGURE LEGENDS TO SUPPLEMENTAL MATERIAL

Figure S1: *Dot1l*-cKO^{Emx1} leads to impaired cortical and hippocampal development. A) Nissl stained sections of P0 ctrl and *Emx1*-Cre *Dot1l*-cKO brains. Black squares in upper panels represent higher magnification images depicted below. Annotations: Cortical plate (CP), intermediate zone (IZ), subventricular/ventricular zone (SVZ/VZ), cornu ammonis (CA), dentate gyrus (DG). Scale bars: 200µm.

Figure S2: Loss of DOT1L increases *Reln* and reduces *Lhx2* expression domain. A) ISH to visualize expression of *Reelin* (*Reln*) in E14.5 ctrl and *Foxg1*-Cre *Dot1l*-cKO forebrains; upper panel gives an overview; lower panel shows magnification of the cortical plate. Scale bars as indicated in the figures. B) ISH to visualize expression of *Lhx2* in E14.5 ctrl and *Foxg1*-Cre *Dot1l*-cKO forebrains; upper panel gives an overview; lower panel shows magnification of the cortical plate. Scale bars as indicated in the figures. C) Example of quantification approach for immunostainings of markers for different cortical layers in tissue samples with different radial dimensions, exemplified for PAX6 immunostaining at E14.5 of ctrl animals. Representation of the grid encompassing the subdivision into 10 bins and 200µm width of the cortex (left). The grid was fitted to each individual tissue section to overlay the complete developing cortex, keeping equal bin sizes within one section but allowing for variable bin sizes in different sections of the same animal or between animals. Using this procedure, variations in the cortical size were considered in the quantifications. The number of cells was determined using Cell counter plug-in of ImageJ (right), and normalized to the area. Results of cell countings were represented as the number of cells/mm² in each bin. D) Same as in C, but shown for PAX6 staining at E18.5.

Figure S3: Loss of DOT1L does not activate ER stress transcriptional programs or apoptosis *in vivo*. A) RNA-seq expression data (*Foxg1*-Cre *Dot1l*-cKO vs ctrl) of ER stress genes (left) and qRT-PCR validation (right) of the genes implicated in ER stress in *Dot1l*-cKO animals normalized to ctrl (n=3). B) and D) Representative immunostainings of activated CASP3 (aCASP3) of E14.5 (B) and E18.5 (D) ctrl and *Dot1l*-cKO forebrains. Insets in B show positive staining in trigeminal ganglion as positive control for the staining. Scale bar: 200µm. C) and E) Quantification of the total number of aCASP3-positive cells in the cortex and hippocampus at E14.5 (C) and E18.5 (E) (n=4). Data are presented as mean ± SEM. P-values were calculated using unpaired, two tailed Student's t-test: *p<0.05, **p<0.01, ***p<0.001.

Figure S4: *Emx1*-Cre *Dot1l* conditional knockout leads to a decreased numbers of progenitors and UL neurons alongside altered distribution of DL neurons. A) Left: Representative immunostainings of E18.5 forebrains for neural progenitor marker PAX6 and TBR2, DL markers TBR1 and CTIP2, and UL marker SATB2 (all red) and DAPI (blue) for ctrl and *Emx1*-Cre *Dot1l*-cKO. Scale bar: 50µm. Right: Quantification of number of stained cells/mm² within each individual bin out of 10 bins spanning the entire cortex from VZ (bin 10) to the marginal zone (bin 1) in a width of 200µm (n=4 for all markers and genotypes). B) Total numbers of PAX6, TBR2, TBR1, CTIP2, or SATB2-positive cells at E18.5 in 200µm width of the cortex, as determined from the sum of positive cells for the respective markers counted in A comparing ctrl (white bars) and *Emx1*-Cre *Dot1l*-cKO (grey bars). All data are presented as mean ± SEM. P-values were calculated using unpaired, two tailed Student's t-test: *p<0.05, **p<0.01, ***p<0.001.

Figure S5: H3K79me2 profiles at DE and non-DE genes and transcriptional alterations in *Foxg1*-Cre heterozygote forebrains. A) H3K79me2 coverage (log₂(ChIP/Input)) of all DE and non-DE genes at E14.5 as revealed by ChIP-seq of wild type telencephalon, encompassing the gene body, from TSS to TES, and a range of +/-4Kb flanking the gene body. This shows enrichment of H3K79me2 at DE genes compared to non-DE genes. B) Venn-diagram to represent the overlap between DE genes of ctrl vs *Dot1l*-cKO at E14.5, with DE genes of heterozygote *Foxg1*-Cre vs ctrl forebrains at E13.5. C) Heatmaps representing H3K79me2 enrichment (blue: strong enrichment, red: few enrichment) and distribution

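Of the genes that Table S3 assigns to cortical layers and progenitors, *Reln* and *Snca* were DE between the libraries labelled heterozygous and those labelled control. The paper had set aside the DE genes shared by heterozygous *Foxg1*-Cre and *Dot1l*-cKO before its later analyses. Its lists may for this reason hold few genes that are DE here, and *Reln* and *Snca* were listed all the same. *Reln*, which marks Cajal-Retzius cells of layer 1, was at 565 ± 94.1 CPM (SD, n = 5) in the libraries labelled heterozygous and 354 ± 72.1 CPM (SD, n = 5) in those labelled control, a log2 fold change of 0.67 (SE 0.13, adjusted p = 0.0451 from edgeR). *Snca*, which encodes alpha-synuclein, was at 23.0 ± 1.57 against 15.1 ± 2.74 CPM, a log2 fold change of 0.61 (SE 0.11, adjusted p = 0.0321 from edgeR). The paper's log2 fold changes in *Dot1l*-cKO are 0.958 for *Reln* and 1.151 for *Snca*. They come from dorsal telencephalon at a later stage and from DESeq2, and the values here from medial dorsal telencephalon at E13.5 and from edgeR. Of 14 upper layer genes, *Snca* passed over all genes, and 2 were higher and 2 lower when adjusted over the list alone. *Satb2* (-0.71, adjusted p = 0.212) and *Cux2* (-0.39, adjusted p = 0.207) did not pass. Of 15 deep layer genes, *Snca*, which the table counts in both layers, passed over all genes and 2 were higher when adjusted over the list alone. Of 18 genes of the ventricular and subventricular zone none passed in edgeR or DESeq2, 6 were higher and 4 lower at an unadjusted p under 0.05, and 5 were higher and 2 lower when adjusted over the list alone. *Lhx2* was at a log2 fold change of 0.21 (adjusted p = 0.172 from edgeR). The HMG-domain transcription factors were slightly lower as a group, with a median log2 fold change of -0.14 over 11 genes (camera, adjusted p = 0.00947, and adjusted p = 0.336 with an estimated correlation). None of them passed in edgeR, 2 were lower at an unadjusted p under 0.05, and 1 was lower in DESeq2 and when adjusted over the list alone. Among them *Tox* was farthest from 0, at 2.69 ± 0.339 against 4.99 ± 1.21 CPM (log2 fold change -0.89, adjusted p = 0.0570 from edgeR), and *Sox2* (-0.02) and *Sox11* (-0.14) had small log2 fold changes. Of the genes of asymmetric division, *Vangl2* (0.09), *Ankrd6* (0.17), *Cenpj* (-0.09) and *Cenpv* (-0.21) did not pass in edgeR or DESeq2, with *Cenpv* at an unadjusted p under 0.05. Of 39 other genes with primers in Table S1 none passed in edgeR or DESeq2, nor when adjusted over the list alone, and 3 were higher and 11 lower at an unadjusted p under 0.05. Among them, *Dot1l* was at a log2 fold change of 0.16 (adjusted p = 0.434 from edgeR). Across 48 of the 49 genes of Table S3, the log2 fold changes here and the paper's in *Dot1l*-cKO had a Pearson correlation of 0.499 (permutation test, p = 0.00034) and a Spearman correlation of 0.508 (permutation test, p = 3e-04), with the same sign for 35 genes. Adjusted over these 2 tests, both p-values were 0.00034. Genes are not independent replicates, and *Dot1l*-cKO mice carry the *Foxg1*-Cre allele while their controls do not. The genes were also taken up by the paper after it set aside shared DE genes, and stage, tissue and tool differ between both sets of values. The sign of the correlation, like each direction here, turns around under the labels of the normalized counts.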

for the 132 overlapping genes indicated in B, encompassing the gene body, from TSS to TES, and a range of +/-4Kb flanking the gene body and clustered in four k-means clusters. Data derived from ChIP-seq analysis of wild type E14.5 forebrains.

Figure S6: Loss of DOT1L influences the cell cycle. **A)** WikiPathway analysis of genes with decreased expression upon *Dot1l*-cKO. WikiPathway groups were arranged from top to bottom according to the given p-value (lowest p-value on top). **B)** Left: RNA-seq data (white bars, *Foxg1-Cre Dot1l*-cKO vs ctrl), and qRTPCR validations (grey bars, normalized to ctrl, n=3) for genes involved in cell cycle regulation (indicated by classification on the left) and with altered expression levels upon *Dot1l*-cKO. Right: High resolution representation of H3K79me2 enrichment (in log₂(ChIP/Input)) and distribution in wild type forebrains at E14.5. **C)** Quantification of the number of cells positive for M-phase marker H3S10ph (n=4) in *Foxg1-Cre Dot1l*-cKO vs ctrl E14.5 and E18.5 cortical sections; normalized to the number of positive cells quantified in control animals, which was set as 100% (dashed line). **D)** Representative immunoblot showing the levels of H3K79me2 after 48hs pharmacological inhibition of DOT1L using two different inhibitors, SGC0946 and EPZ5676, respectively, or DMSO (ctrl) of neural progenitor cells (NPC) derived *in vitro* from mESCs. Total histone H3 served as loading control. **E)** Densitometric analysis of immunoblots of H3K79me2 after 48hs pharmacological inhibition of DOT1L in NPC normalized to DMSO treated ctrl (n=4). Data are presented as mean ± SEM. P-values were calculated using unpaired, two tailed Student's t-test: *p<0.05, **p<0.01, ***p<0.001.

Figure S7: Expression of UL genes *Satb2*, *Pou3f3*, *Cux1* and *Cux2* during mouse brain development. **A)** qRTPCR gene expression analysis of indicated genes at different stages of development and in adult stage, in cortical tissue, normalized to E11.5 (E11.5-E17.5 n=3, adult n=4). Data are presented as mean ± SEM. P-values were calculated using unpaired, two tailed Student's t-test: *p<0.05, **p<0.01, ***p<0.001.

Figure S8: *In utero* electroporation of DOT1L OE plasmid at E14.5 and control of tamoxifen induced recombination in *Nes-Cre Dot1l*-cKO animals. **A)** Upper panel: Representative image of immunostainings of cortical sections from E14.5 animals for PAX6, TBR2, TBR1, CTIP2, or SATB2 (green), RFP (red) and DAPI (blue) within their main expression domains, after *in utero* electroporation of DOT1L overexpression plasmid at E12.5. RFP marks electroporated cells, which assumingly overexpress DOT1L. Lower panel: Quantification of electroporated cells (RFP) that co-expressed PAX6, TBR2, TBR1, CTIP2, and SATB2, given as percentage of the total number of RFP/DOT1L OE cortical cells within the main expression domains/layers of the respective layer marker at E14.5 (SATB2 n=3, CTIP2 n=3, TBR1 n=3, TBR2 n=3 and PAX6 n=3(ctrl)/4(*Dot1l*-cKO)). Data are presented as mean ± SEM. **B)** Representative immunostainings of ctrl and *Nes-Cre Dot1l*-cKO E18.5 forebrains for GFP without (no Tmx) or after three single tamoxifen (Tmx) injections at consecutive days starting at E9.5, E11.5, or E13.5, respectively, to control for recombination activity of CRE. Scale bar: 50µm. **C)** Summary of phenotypic alterations of cortical development after interference with DOT1L expression in three different mouse models and at different time points during development, as indicated through differences in marker expression of PAX6, TBR2, TBR1, CTIP2, and SATB2 of *Foxg1-Cre*, *Emx1-Cre* and *Nes-Cre Dot1l*-cKO mice at three different time points. Light green ovals: number of cells expressing the respective marker decreased significantly in the respective mouse model. Dark green ovals: reduced numbers of cells expressing the respective marker, which did not reach significance. Orange squares: significantly altered distribution of cells within the cortical plate. Orange squares with green striped ovals: increased numbers of cells expressing the respective marker and altered distribution in the cortical plate. n.a.: not analyzed; n.c.: no change.

Table S1: List of used primers and probes

Table S2: List of used antibodies

Table S3: References for gene expression in the developing cortex and in specific layers

SUPPLEMENTAL METHODS

***In situ* hybridization, Hematoxylin-Eosin staining and immunofluorescence**

ISH, HE staining and immunostainings of brain tissue and cultured cells was performed as previously described (1, 2). For ISH, probes listed in supplemental table S1 were applied. Antibodies applied are listed in supplemental table 2.

RNA extraction, cDNA synthesis, quantitative real-time PCR and analysis

RNA was extracted from E14.5 control (ctrl) and *Foxg1-Cre Dot1l*-cKO dorsal telencephalon for RNA-seq. For qRT-PCR, we dissected the dorsal and ventral telencephalon and used the dorsal samples if not stated otherwise. For E12.5 we isolated the entire cerebral cortex for RNA extraction. For analyses of expression changes in NPC differentiated from mESC, we harvested 3 million cells in PBS.

For RNA extraction, samples were processed with QIAshredder Kit (#79654, Qiagen, Germany) and RNeasy Mini Kit (#74104, Qiagen, Germany) including an on-column DNase digestion (#79254, Qiagen, Germany). cDNA synthesis, qRT-PCR (primers listed in supplemental table S1) and analysis were performed as described (1). Data are presented as mean $\pm$ SEM. Pairwise analyses were conducted by unpaired, two-tailed Student's t tests using GraphPad Prism 6. Significance is indicated in the figure legends.

Imaging and quantifications

Immunofluorescence images were obtained using an Axioplan M2 fluorescent microscope (Zeiss) equipped with an Apotome.2 module. Using Adobe Illustrator, a grid was placed over the image of the cortex. The grid was 200 μ m wide and contained 10 equally sized bins in the radial dimension (3). The total number of cells or total number of cells/bin were counted using ImageJ and expressed as number of cells in 200 μ m (example in Figs. S2C, D). For statistical analysis, 1 to 2 cortices of one animal were counted and pooled for at least 3 animals. In each figure legend the N number for each marker quantified specified. In the case that a different n was used for controls and *Dot1l*-cKO this is stated as $n = n(\text{ctrl})/n(\text{cKO})$. The cell number was normalized to the height of the cortex resulting in cells/mm². Means from different biological replicates were compared using unpaired Student's t-test using GraphPad Prism 6. Each bin from the ctrl condition was compared to the corresponding bin of the *Dot1l*-cKO. Y-TUBULIN stained sections were scanned and imaged with a SP8 laser scanning confocal microscope (Leica). Angles of cleavage were measured using the angle tool in ImageJ as previously described by (4). To assess RFP and specific layer marker-positive cells we used the software QuPath (5).

***In vivo* BrdU labeling and staining**

Brain fixation, embedding, BrdU labeling and staining was performed as described (supplemental table S2, (2)).

Protein extraction and immunoblot

3 million NPCs, differentiated from mESC, were lysed using RIPA-buffer and subjected to immunoblotting as described (6). Antibodies used are listed in supplemental table S2. Images were quantified as published (6). Statistical analysis was performed using one column t-test with GraphPad Prism 6. Data are presented as mean $\pm$ SEM. Significance is indicated in the figure legends.

mESC cell culture and neuronal differentiation

mESC were differentiated into neuronal lineage according to published protocols (7).

Bioinformatics of RNA-seq and ChIP-seq

Raw data from the Illumina HiSeq 2500 sequencing machine was demultiplexed and converted into FASTQ files using Illumina bcl2fastq2 (version 1.8.4, http://support.illumina.com/downloads/bcl2fastq_conversion_software_184.html),

screened for contamination with fastq_screen (version 0.5.1, (http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/), and checked for overall read quality (FastQC v0.11.3, <http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). For RNA-seq an automatic detection and trimming of adapters were done using TrimGalore (version 0.2.8, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), which is based on cutadapt (8) (minimum overlap with adaptor: 5 bases). 3' end bases with Phred quality score less than 28 were excluded. We used TopHat2 (version 2.0.9(9)) to align the reads against mouse genome build mm10. We did a transcriptome guided mapping with annotations from Ensembl FTP release 79 (10) . For TopHat2, we specified --library-type fr-firststrand, --mate-inner-dist 0 and --mate-std-dev 80 options. Then using htseq-count (version 0.6.0 (8)) we did a strand-specific read counting with option --stranded reverse. Differential gene expression analysis was performed using the DESeq2 (version 1.6.1 (11)) with default settings. We considered the genes with adjusted p-value less than 0.05 as significantly differentially expressed. The whole bioinformatics analysis was carried out on the Galaxy platform (12). For analysis of the paired-end ChIP-seq libraries, reads were directly mapped with Bowtie2 version 2.2.0 (13) without trimming. The reference genome assembly was GRCm38/mm10; the reference annotation was Ensembl FTP release 79. Picard MarkDuplicates (<http://broadinstitute.github.io/picard>) was used to remove read duplicates before peak calling with MACS2 version 2.1.0 (14), where the 'broad' option was set for H3K79me2 only. The differential binding analysis was done with DiffBind (15). For all other in-depth ChIP-seq specific analysis deepTools2 version 2.3.5 or 2.4.1 was used (16) i.e. to generate coverage track files (bamCoverage, bamCompare, normalization 1x), estimate the ChIP performance (plotFingerprint), or compare marks between samples (computeMatrix, plotHeatmap). Results from differential expression RNA-seq analysis were also integrated into heatmaps by converting fold-change values into a plotHeatmap input file (custom script) to allow plotting them alongside to the ChIP samples. For the presented heatmaps (Fig. 2A) the 2 groups-K-mean clustering on H3K4me3 (E14.5) and H3K79me2 (E14.5) levels was carried out for *Dot1l*-cKO increased and decreased gene expressions independently and then combined for an overall overview resulting in 4 different clusters. For each TSS (+/- 250bp) of each differentially expressed gene the log2-ratio value was calculated by comparing ChIP to input tracks using bamCompare (deepTools 2.5.3). The values are visualized in the scatterplot and boxplot grouping them by ChIP-seq clusters combined with color-coding (up or down regulation) from RNA-seq results (log2-fold changes).

Figures

The preparation of all final figures were done by using FIJI (ImageJ, v. 2.0.0-rc-43/1.51d)(17), Inkscape (v. 0.91) and Adobe Illustrator.

1. Vezzali,R., Weise,S.C., Hellbach,N., Machado,V., Heidrich,S. and Vogel,T. (2016) The FOXG1/FOXO/SMAD network balances proliferation and differentiation of cortical progenitors and activates Kcnh3 expression in mature neurons. *Oncotarget*, **7**, 37436–37455.
2. Hellbach,N., Weise,S.C., Vezzali,R., Wahane,S.D., Heidrich,S., Roidl,D., Pruszek,J., Esser,J.S. and Vogel,T. (2014) Neural deletion of Tgfb2 impairs angiogenesis through an altered secretome. *Hum. Mol. Genet.*, **23**, 6177–6190.
3. Pla,R., Borrell,V., Flames,N. and Marín,O. (2006) Layer Acquisition by Cortical GABAergic Interneurons Is Independent of Reelin Signaling. *J. Neurosci.*, **26**, 6924–6934.
4. Pilaz,L.-J., McMahon,J.J., Miller,E.E., Lennox,A.L., Suzuki,A., Salmon,E. and Silver,D.L. (2016) Prolonged Mitosis of Neural Progenitors Alters Cell Fate in the Developing Brain. *Neuron*, **89**, 83–99.

5. Bankhead,P., Loughrey,M.B., Fernández,J.A., Dombrowski,Y., McArt,D.G., Dunne,P.D., McQuaid,S., Gray,R.T., Murray,L.J., Coleman,H.G., *et al.* (2017) QuPath: Open source software for digital pathology image analysis. *Sci. Rep.*, **7**, 16878.
6. Roidl,D., Hellbach,N., Bovio,P.P., Villarreal,A., Heidrich,S., Nestel,S., Grüning,B.A., Boenisch,U. and Vogel,T. (2016) DOT1L Activity Promotes Proliferation and Protects Cortical Neural Stem Cells from Activation of ATF4-DDIT3-Mediated ER Stress In Vitro. *Stem Cells Dayt. Ohio*, **34**, 233–245.
7. Bibel,M., Richter,J., Lacroix,E. and Barde,Y.-A. (2007) Generation of a defined and uniform population of CNS progenitors and neurons from mouse embryonic stem cells. *Nat. Protoc.*, **2**, 1034–1043.
8. Martin,M. (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal*, **17**, 10–12.
9. Kim,D., Pertea,G., Trapnell,C., Pimentel,H., Kelley,R. and Salzberg,S.L. (2013) TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.*, **14**, R36.
10. Amonida (2015) Ensembl 79 has been released! *Ensembl Blog*.
11. Anders,S., Pyl,P.T. and Huber,W. (2015) HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics*, **31**, 166–169.
12. Afgan,E., Baker,D., van den Beek,M., Blankenberg,D., Bouvier,D., Čech,M., Chilton,J., Clements,D., Coraor,N., Eberhard,C., *et al.* (2016) The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. *Nucleic Acids Res.*, **44**, W3–W10.
13. Langmead,B. and Salzberg,S.L. (2012) Fast gapped-read alignment with Bowtie 2. *Nat. Methods*, **9**, 357–359.
14. Zhang,Y., Liu,T., Meyer,C.A., Eeckhoutte,J., Johnson,D.S., Bernstein,B.E., Nusbaum,C., Myers,R.M., Brown,M., Li,W., *et al.* (2008) Model-based Analysis of ChIP-Seq (MACS). *Genome Biol.*, **9**, R137.
15. Ross-Innes,C.S., Stark,R., Teschendorff,A.E., Holmes,K.A., Ali,H.R., Dunning,M.J., Brown,G.D., Gojis,O., Ellis,I.O., Green,A.R., *et al.* (2012) Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature*, **481**, 389–393.
16. Ramírez,F., Ryan,D.P., Grüning,B., Bhardwaj,V., Kilpert,F., Richter,A.S., Heyne,S., Dündar,F. and Manke,T. (2016) deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.*, **44**, W160–W165.
17. Schindelin,J., Arganda-Carreras,I., Frise,E., Kaynig,V., Longair,M., Pietzsch,T., Preibisch,S., Rueden,C., Saalfeld,S., Schmid,B., *et al.* (2012) Fiji: an open-source platform for biological-image analysis. *Nat. Methods*, **9**, 676–682.

How the deposited data were processed for this re-analysis (not part of the article)

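RNA-seq libraries from E13.5 medial dorsal telencephalon of *Foxg1*-Cre mice were compared by genotype, 5 labelled heterozygous, 5 labelled control and 5 labelled homozygous. Each library was made from tissue pooled from 3 samples (heterozygous, homozygous) or 2 samples (control) and run on 3 lanes, and mice were C57BL/6. The authors trimmed adapters with Trim Galore 0.2.8, aligned the reads to mm10 with TopHat2 2.0.9 guided by Ensembl annotation, counted them per gene by strand with HTSeq 0.6.0 and tested them with DESeq2 1.6.1 at default settings. They deposited 15 files of raw counts per gene, which are whole numbers, and 20 files of normalized counts, a signal in which each library's counts are divided by one factor, made separately for heterozygous with control and homozygous with control. The raw counts cover 43629 Ensembl genes, of which 42548 were found in the mouse annotation on GRCm38 that gave names and positions. Lines of reads not assigned to a gene are not in these files.

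*Foxg1*, the gene that carries *Cre*, was examined in every library first, and the deposited normalized counts were compared with the deposited raw counts. For each normalized file, the factor was sought that turns its values into the raw counts of one library, with values called whole within 0.01. In 10 files this was the file's own library and in the other 10, those of the heterozygous and control comparison, it was the library of the same number from the other genotype. The test was therefore also run on the whole reads recovered from those normalized counts, under the labels of these files. The main values use the raw counts under their own labels, and the groups are called the libraries labelled heterozygous and labelled control.

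Raw counts were tested in R 4.3.3 with edgeR 4.0.16 for each pair of groups on its own: TMM factors, the default filter of filterByExpr (minimum count 10, minimum total 15), a quasi-likelihood fit (not robust) with genotype as the only term, and Benjamini-Hochberg adjustment with a threshold of 0.05. CPM values use TMM library sizes, and logged values a prior count of 2. Single genes and scores were also compared with 2-sided exact permutation tests over 5 libraries against 5. The depth, 20157893 to 29541384 counts assigned to genes per library (median 26293232), sets the counting error of single genes, and the spread between libraries the rest. On simulated data with 200 changed genes, drawn from the means and library sizes of the heterozygous and control libraries, edgeR made 6 false calls among 16597 genes, DESeq2 23 among 16780 and limma-voom 7 among 16780. Each gene was drawn independently, so that these false calls leave out changes that many genes of a library share. In other splits of the real libraries, edgeR called up to 191 genes and DESeq2 up to 1027.

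The comparisons of groups with their tests, the alternatives apart from those added later, and 33 gene lists (453 genes, 452 of them matched) were chosen before the data were examined. Some tests of explanations were chosen later and are named with their results. The lists hold genes of ventricular zone progenitors, intermediate progenitors, deep and upper layer neurons, Cajal-Retzius cells, cortical hem with WNT and BMP signalling (below, hem genes), choroid plexus, ventral telencephalon, diencephalon, neuronal maturation, cell cycle, red blood cells, endothelial cells, pericytes, microglia, meninges, ER stress, sterol synthesis, hypoxia, immediate early genes, p53 targets, FGF and SHH signalling, axon guidance, histones, the mitochondrial genome and sex-linked genes, and genes the paper lists. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation. The rotation test fry of limma was planned and run too, and its values are given for the Cajal-Retzius and hem lists of heterozygous against control. The genes named are *Foxg1*, in each comparison with control the 10 with the highest and the 10 with the lowest log2 fold change among DE genes with non-overlapping groups and a mean of at least 1 CPM in the higher group, from each list up to 4 members that passed and up to 2 that did not, and the genes that the paper names in its lists. The names Zfpn2 and Gira2 in the supplement's table were read as *Zfpm2* and *Glra2*.

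Alternatives were RLE factors, no filter or a stricter filter on low counts (1 CPM in 5 libraries), DESeq2 1.42.0 on the same genes and at default settings, limma-voom, all 15 libraries in one fit, the replicate number as a block, a Y-linked covariate, a minimum log2 fold change of 0.5, and each library left out in turn. Added later were DESeq2 with a prior on fold changes and the labels of the normalized counts. The correlation of the heterozygous and homozygous effects was set beside 20 simulations of unchanged groups and beside control libraries divided between both comparisons, and 100 of 126 splits of each pair of groups were refitted. The *Dot1l*-cKO RNA-seq and the ChIP-seq of the paper were not among the files, so that the overlap of DE genes with *Dot1l*-cKO was not computed. Reads were not realigned, and histone genes and other near-identical copies were counted as the authors counted them.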

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

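The comparison of *Foxg1* with the midpoint of the other genotypes, the covariance with divided controls and the slope read for exchanged labels were tests chosen only after the result was seen.

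The homozygous libraries, for which the paper's text gives no result, differed from the libraries labelled control in 8888 of 17093 genes tested with edgeR, 4766 higher and 4122 lower. If the labels of the raw counts are exchanged, the reference of this comparison is the heterozygous group. Their gene groups are described under the other observations.

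Of 55 groups of 5 libraries examined for a library far from the others, 3 had one, where chance gives about 5%. Hem and choroid plexus genes in control replicate 5 had a mean log2 level of -0.169, against -0.923 to -0.812 in the other control libraries. Cajal-Retzius genes in control replicate 1 were at -0.486, against -0.987 to -0.85 in the other control libraries. *Pkdcc* in control replicate 1 was at 30.3 CPM, against 37.9 to 38.6 CPM in the other control libraries.

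*Foxg1* was higher in the libraries labelled heterozygous (129 CPM) than in those labelled control (78.5 CPM) and homozygous (35.7 CPM). Counts that add up over the alleles, under the raw labels, would put the heterozygous mean at the midpoint of 57.1 CPM, and it lay 6.29 SDs above it, which argues against that reading; the mean labelled control lay at -0.295 SD from the midpoint of the other groups. Medial tissue was scored from 34 genes of the hem, of WNT and BMP signalling and of the choroid plexus. More medial tissue in the libraries labelled heterozygous, by this score, predicts a change of -15.1% of the observed log2 difference (16.6% with 2 standard errors added), which argues against it as the source of the difference. Exchanged labels of the raw counts may explain it and cannot be told apart from a change of *Foxg1* in heterozygotes: the slope of 65 genes within 10 Mb of *Foxg1* on their homozygous effect was 0.124 (95% interval -0.0675 to 0.25), an interval that holds the 0.174 of all other genes. The correlation of 0.499 with the paper's *Dot1l*-cKO log2 fold changes over 48 genes of Table S3 (35 with the same sign) runs the way of the raw labels, but those mice also lack *Dot1l*, and a biological rise of *Foxg1* counts in heterozygotes stays open, as untested.

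The libraries labelled heterozygous lay toward the homozygous libraries across genes, with *Reln* and *Wnt7b* higher in both. The use of the same control libraries in both comparisons is not the whole source: with the controls divided, the lowest covariance of 20 assignments was 0.0742. These assignments reuse the same libraries. Unchanged groups simulated against the shared controls gave at most 0.0225, but each gene was drawn independently there. That range leaves out changes that many genes of a library share, so that it cannot set a limit for them. More medial tissue in the libraries labelled heterozygous may be part of it and cannot be told apart: without the part of each gene that follows the score of 34 hem and choroid plexus genes within groups, 45.7% of the slope was kept (28.2% to 63.6%). Of these 34 genes, all were counted in every control library and 1 is in another list, and the most abundant in homozygous libraries were *Ttr* (828 CPM labelled heterozygous, 471 labelled control, 2289 homozygous), *Rspo3* (94.2, 83.5, 355) and *Dkk3* (78.2, 56.1, 272). Exchanged labels stay open for the same reason, with a mean slope of 0.169 (0.133 to 0.214) on the homozygous effect, although the correlation of 0.499 with *Dot1l*-cKO runs the way of the raw labels. A biological effect of 1 lost allele stays open, as untested. Pooling cannot be told apart from genotype either. By the labels, tissue was pooled from 3 samples per heterozygous or homozygous library and from 2 per control library, and dividing the controls does not remove this.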

How the results depend on the processing

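The DESeq2 fits with a prior on fold changes and the fits under the labels of the normalized counts were tests chosen only after the result was seen; all other alternatives were set earlier.

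*Foxg1* kept its direction and passed the threshold in the libraries labelled heterozygous against control under every alternative with the raw labels (log2 fold change 0.61 to 0.81, adjusted p from 1.11e-07 to 0.0446), and was -0.7219 under the labels of the normalized counts, by construction. In homozygous libraries against control it also kept its direction and passed throughout (-1.23 to -1.04). The 65 genes DE between libraries labelled heterozygous and control became 164 without a filter on low counts, 380 with DESeq2 on the same genes, 391 with DESeq2 at default settings and 399 with the prior on fold changes, 35 with the Y-linked covariate and 43 at a log2 fold change of at least 0.5, which removes genes by construction. For the others the cause was not tested. RLE factors gave 65, the stricter filter 65, limma-voom 54, all 15 libraries in one fit 80 and the labels of the normalized counts 65. Leaving out 1 library gave 7 to 146 genes: 7 without heterozygous replicate 2, 16 without replicate 3, 17 without replicate 4, 20 without replicate 1, 13 without control replicate 4, 36 without control replicate 1, 37 without control replicate 2 and 146 without control replicate 5. The 8888 genes of homozygous against control and the 7398 of homozygous against heterozygous became 5195 and 3965 at a log2 fold change of at least 0.5; without single libraries they ranged over 8122 to 8688 and 6513 to 7501.

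The correlation of both effects across genes, 0.6029, was 0.4054 with the controls divided, 0.6783 for genes of at least 10 CPM and 0.739 for genes called in the heterozygous comparison; the cause was not tested. The correlation of 0.499 with the paper's log2 fold changes was 0.403 to 0.561 over its alternatives and passed in each. Of 30 genes named for heterozygous against control that passed, besides *Foxg1*, *Cdh7*, *Serpinb8*, *Pou3f2*, *Lmo3* and *Hist1h2ac* did so in DESeq2, with the block and without each library, and 25 lost the call in at least 1 of these, without a change of sign. Of 142 that did not pass, 22 did in at least 1. Of 11 gene lists that passed in camera for this comparison, none did with an estimated correlation; for homozygous against control it was 14 and 0, and for homozygous against heterozygous 16 and 1, the Cajal-Retzius genes (adjusted p = 0.00402). RLE factors and DESeq2 changed the sign of the median of none of the 33 lists.

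The replicate numbers did not pair the libraries throughout, and a partial pairing stays open. Deviations of same-numbered libraries correlated at -0.135 to 0.216 for heterozygous and control. Of these libraries, 3 of 5 heterozygous and 2 of 5 control libraries correlated best with their own number. With the replicate number as a block, 97 genes were DE for heterozygous against control, 52 of them among the 65, and for the gene lists the block lost meninges and mesenchyme (adjusted p = 0.0509, against 0.0258 without the block and 0.555 with an estimated correlation) and gained red blood cells (adjusted p = 0.0272, against 0.22 and 0.707).

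Depth did not differ between heterozygous and control beyond the spread of libraries (exact permutation p = 0.468). Simulated changes of 0.5 on the log2 scale were found for 45% of genes, so that changes of this size can be missed.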

Differences from the paper's values

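DESeq2 with a prior on fold changes was a test chosen only after the result was seen.

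For heterozygous *Foxg1*-Cre against control, the paper's number of DE genes is 402 and the number here, from edgeR at the same threshold on the adjusted p, is 65. Of the alternatives set before the data were examined, 2 are within 1.5 times the paper's number, DESeq2 on the same genes (380) and DESeq2 at default settings (391). The other 18, RLE factors, the low-count filters, limma-voom, all libraries in one fit, the replicate block, the Y-linked covariate, the minimum fold change and each library left out, are not. DESeq2 with a prior on fold changes, chosen after seeing the values, gave 399, and the labels of the normalized counts, also chosen after seeing the values, gave 65. The paper's own called genes are not listed in its text, so that how many of them each setting drops is not known.

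The paper's depth is 75 M reads per sample, stated for RNA-seq in general, and the median here is 26.29 M counts assigned to genes per library. These are different quantities, sequenced reads against assigned counts, and no alternative applies.

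The paper states that *Foxg1* expression is reduced by the *Cre* knockin. Under the labels of the raw counts *Foxg1* was higher in the libraries labelled heterozygous, with a log2 fold change of 0.72 (adjusted p = 0.0121 from edgeR). Under the labels of the normalized counts, chosen after seeing the values, it was lower, at -0.72 (adjusted p = 0.0121 from edgeR), and in the homozygous libraries it fell by 1.13 on the log2 scale against control.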

Other observations

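The covariance with divided controls was a test chosen only after the result was seen, and the splits of libraries were planned.

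In the homozygous libraries, genes of Cajal-Retzius cells, the cortical hem and the choroid plexus were higher than in the libraries labelled control, and genes of the cell cycle, histones and ventricular zone progenitors lower. *Reln* was at 2870 ± 1052 CPM (SD, n = 5) against 368 ± 74.9 CPM in control (log2 fold change 2.96, adjusted p = 1.74e-07 from edgeR), and *Trp73* at 168 ± 19.8 against 21.9 ± 4.41 CPM (2.94, adjusted p = 1.25e-09). Of 16 Cajal-Retzius genes 15 were higher, with a median log2 fold change of 2.36, of 21 genes of the hem and of WNT and BMP signalling 20 (median 1.69, with *Wnt5a* at 1.82 and *Wnt2b* at 2.16), of 13 choroid plexus genes 13 (median 2.22) and of 14 microglial genes 14 (median 1.06). Genes of other cell types moved the same way, with 11 of 13 endothelial genes higher (median 0.46, camera, adjusted p = 0.00478, and 0.434 with an estimated correlation), 10 of 16 genes of meninges and mesenchyme (0.72, adjusted p = 0.00478, and 0.434) and 6 of 9 pericyte genes, with 1 lower (0.76, adjusted p = 0.11). Of 12 p53 targets 9 were higher, among them *Cdkn1a* (2.46) and *Eda2r* (2.18). Lower were 22 of 24 cell cycle genes (median -1.06, *Ccnd2* at -1.52), 12 of 12 histone genes (-1.31), 16 of 20 ventricular zone progenitor genes (-0.52, *Nes* at -1.16 and *Pax6* at -0.69), 14 of 18 genes of sterol synthesis (-0.41) and 10 of the paper's 11 measured HMG-domain factors (-0.82, *Sox1* at -1.77 and *Sox8* at -3.79). Projection neuron genes went both ways: *Neurod6* (-3.99) and *Satb2* (-2.02) were lower and *Tbr1* (1.03) was higher, with 4 higher and 5 lower of 12 deep layer genes (median 0.08, camera, adjusted p = 0.692), 4 higher and 7 lower of 12 upper layer genes (-0.77, adjusted p = 0.135) and 10 higher and 2 lower of 17 genes of neuronal maturation (0.38, adjusted p = 0.0722). In the paper's lists, 8 of 14 deep layer genes were higher and 2 lower, and 6 of 14 upper layer genes were higher and 3 lower. *Sim1* (4.05) and *Otp* (5.54), genes of the hypothalamus, were higher, at 9.99 ± 9.42 and 2.04 ± 2.31 CPM with a wide spread between libraries. In camera 14 of 32 lists passed, and none with an estimated correlation. Mitochondrial transcripts took 0.419 ± 0.0511% (SD, n = 5) of the counts against 0.325 ± 0.0399% in the libraries labelled control (exact permutation p = 0.0238). Genes of ribosomal RNA, summed with *Rn45s* and *Lars2*, took 0.142 ± 0.0493% against 0.0884% (exact permutation p = 0.0476). Both shares count mitochondrial ribosomal RNA.

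Homozygous libraries differed from those labelled heterozygous in 7398 of 16917 genes, 3879 higher and 3519 lower. All 16 Cajal-Retzius genes were higher (median 1.97), as were 20 of 21 hem genes (1.37) and 13 of 13 choroid plexus genes (1.47), and 21 of 24 cell cycle genes were lower (-0.84). The first principal component, with 61.7% of the variance of 500 genes, set the homozygous libraries apart from all others. If the labels of the raw counts are exchanged, the 8888 genes are those of homozygous against heterozygous and the 7398 those of homozygous against control, and each value above for one comparison belongs to the other.

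Across 16649 genes, the log2 fold changes of libraries labelled heterozygous and of homozygous libraries against the same controls had a correlation of 0.603 and the same sign for 75.4% of genes in the fits by edgeR. From differences of mean log2 CPM, the scale of the simulation, they had a correlation of 0.607 and the same sign for 75.6%, and simulated unchanged groups that shared their simulated controls gave 0.494 and 66.5%. On this scale the covariance was 0.113 against 0.0213 simulated, a difference of 0.0919. Each simulated gene was drawn independently, so that changes shared by many genes of a library are not in the simulated values. With the controls divided, the correlation was 0.405 (0.313 to 0.478 over 20 assignments) and the covariance 0.0896. Calls made independently in both comparisons would share 12.7 higher and 4.7 lower genes. Of the 46 genes higher in the libraries labelled heterozygous 38 were higher in homozygous libraries and 2 lower, and of the 19 lower genes 17 were lower and 1 higher. Control libraries shared by both comparisons raise these overlaps, and the size of that part was not computed. Under the labels of the normalized counts the reference group of both effects changes, and the correlation and overlaps were not computed for it.

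Chance division of the libraries is unlikely but not excluded for the 65 genes of heterozygous against control. In edgeR, 2 of the 100 splits refitted out of 126, the real one included, gave as many, with 191 genes in the highest other split. That split exchanges heterozygous replicate 5 with control replicate 5, and why it gave more genes than the genotypes was not tested. The 65 were 146 without control replicate 5, 7 without heterozygous replicate 2, 13 without control replicate 4, 16, 17 and 20 without heterozygous replicates 3, 4 and 1, and 36 and 37 without control replicates 1 and 2. For the 391 genes of DESeq2 chance division is not excluded either, with 3 of 100 splits as high, the real one included. The highest other split gave 1027 genes and exchanges heterozygous replicate 5 with control replicate 3. Chance division is also unlikely for the 8888 genes of homozygous against control (1 of 100, highest other 2) and the 7398 of homozygous against heterozygous (1 of 100, highest other 0). The real split alone is the smallest share that 100 splits can give. Splits that mix 2 different groups put their difference into the spread within groups, so that few calls there add little.

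Libraries labelled heterozygous and control also differed in scores made from gene lists: -0.327 ± 0.223 (SD, n = 5) against -0.743 ± 0.324 for hem and choroid plexus genes (exact permutation p = 0.0476), -0.537 ± 0.0781 against -0.819 ± 0.193 for Cajal-Retzius genes (exact permutation p = 0.0318) and 0.151 ± 0.124 against 0.35 ± 0.0833 for cell cycle genes (exact permutation p = 0.0159). Genes of ribosomal RNA, summed with *Rn45s* and *Lars2*, took 0.166 ± 0.08% (SD, n = 5) and 0.0884 ± 0.0198% of the counts (exact permutation p = 0.0556). Mitochondrial transcripts took 0.398 ± 0.0735% (SD, n = 5) and 0.325 ± 0.0399% (exact permutation p = 0.0635), and both shares count mitochondrial ribosomal RNA. Of the 65 genes within 10 Mb of *Foxg1*, *Nova1* and *Gm43517* were DE, 3.08% against 0.38% of all other genes (Fisher's exact test, p = 0.0267), a difference that rests on these 2 genes. For homozygous libraries against those labelled control, 37 of the 65 were DE, 56.9% against 52.2% of all other genes. *Nova1* and *Gm43517* lie outside the rule for named genes and were chosen after their values were seen.

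Lists that did not pass in camera for heterozygous against control were intermediate progenitors (adjusted p = 0.987), ventral telencephalon (0.908), diencephalon (0.404), neuronal maturation (0.124), red blood cells (0.22), endothelial cells (0.0924), ER stress (0.223), hypoxia and glycolysis (0.0779), immediate early genes (0.161), FGF, SHH and ERK signalling (0.252), axon guidance (0.245), the mitochondrial genome (0.122) and sex-linked genes (0.908). The ventricular zone list was at 0.507, deep layer neurons at 0.81 and upper layer neurons at 0.161. Of the paper's lists, upper layer (0.507), deep layer (0.0793), ventricular and subventricular zone (0.438), asymmetric division (0.495) and other genes with primers in Table S1 (0.0711) did not pass either. The paper had set aside DE genes shared by heterozygous *Foxg1*-Cre and *Dot1l*-cKO before its later analyses, which may weaken the result for its lists.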
